# NF-E2, FLI1 and RUNX1 collaborate at areas of dynamic chromatin to activate transcription in mature mouse megakaryocytes

**DOI:** 10.1038/srep30255

**Published:** 2016-07-26

**Authors:** Chongzhi Zang, Annouck Luyten, Justina Chen, X. Shirley Liu, Ramesh A. Shivdasani

## Abstract

Mutations in mouse and human *Nfe2*, *Fli1* and *Runx1* cause thrombocytopenia. We applied genome-wide chromatin dynamics and ChIP-seq to determine these transcription factors’ (TFs) activities in terminal megakaryocyte (MK) maturation. Enhancers with H3K4me2-marked nucleosome pairs were most enriched for NF-E2, FLI and RUNX sequence motifs, suggesting that this TF triad controls much of the late MK program. ChIP-seq revealed NF-E2 occupancy near previously implicated target genes, whose expression is compromised in *Nfe2*-null cells, and many other genes that become active late in MK differentiation. FLI and RUNX were also the motifs most enriched near NF-E2 binding sites and ChIP-seq implicated FLI1 and RUNX1 in activation of late MK, including NF-E2-dependent, genes. Histones showed limited activation in regions of single TF binding, while enhancers that bind NF-E2 and either RUNX1, FLI1 or both TFs gave the highest signals for TF occupancy and H3K4me2; these enhancers associated best with genes activated late in MK maturation. Thus, three essential TFs co-occupy late-acting *cis*-elements and show evidence for additive activity at genes responsible for platelet assembly and release. These findings provide a rich dataset of TF and chromatin dynamics in primary MK and explain why individual TF losses cause thrombopocytopenia.

Terminally differentiated megakaryocytes (MKs) assemble thousands of platelets *de novo* and release them into the circulation^1^,^2^. The high synthetic demand for thrombopoiesis requires coordinated expression of hundreds of MK-specific genes, reflecting cell- and stage-specific chromatin modulation and transcription factor (TF) binding. Defects in this response underlie some clinical states of platelet deficiency. The TFs FLI1 and RUNX1, for example, are causally implicated in disorders of thrombopoiesis: Paris-Trousseau syndrome (OMIM 188025) and familial platelet disorder with predisposition to acute myeloid leukemia (FDP-AML, OMIM 601399), respectively^3^,^4^,^5^.

These and other TFs are expressed in multiple blood lineages^6^,^7^, and cell-restricted transcriptional activity represents the outcome of their specific interactions with each other and with chromatin. Erythroid cells and MKs derive from a common bipotential progenitor^8^ and share expression of several TFs such as GATA1, NF-E2, TAL1, RUNX1, and FLI1. Mice lacking any of these TFs have various defects in erythropoiesis and thrombopoiesis, and may even die in utero^9^,^10^, with each TF controlling different genes at various stages in sibling cells. *Fli1* and *Nfe2* null mice lack circulating platelets, reflecting a late MK maturation arrest, reduced α-granules, and disorganized internal membranes in both cases; *Nfe2*^−/−^ MKs elaborate no proplatelets^3^,^11^,^12^,^13^,^14^,^15^. *Runx1* deficiency causes mild but significant MK deficits, including arrested maturation and thrombocytopenia^16^,^17^. These defects reflect the TFs’ earliest overall requirement and no transcriptional targets, alone or as a group, explain them fully. In the multipotent progenitor cell line HPC-7^18^ and in cultured human MKs^19^, some of the same TFs co-occupy regulatory regions more commonly than do solitary TFs or pairs. Five TFs in particular - GATA1, GATA2, RUNX1, FLI1 and TAL1- co-occupy many genomic sites in immature human MKs^19^ and analysis of cultured murine MKs reinforces the idea that these TFs prime MK genes in progenitor cells^20^. However, fewer than 1/3 of MK-specific genes showed nearby binding of this TF pentad, and the outcomes and chromatin states associated with TF binding in mature MKs remain unclear.

As the combinatorial basis for MK maturation and platelet release are not understood well, we reasoned that *cis*-regulatory regions activated late in MK maturation might hold useful clues. Dynamic changes in active chromatin can accurately identify enhancers that function at specific stages in cell differentiation^21^,^22^ and dimethylation of Lysine 4 on Histone 3 (H3K4me2), in particular, appears at both active promoters and enhancers^23^,^24^,^25^,^26^. Moreover, we previously showed^24^ that H3K4me2 profiles parallel those for H3K27ac, the histone modification most commonly considered to mark functional enhancers^21^,^22^,^23^. To investigate transcriptional control of platelet biogenesis, we examined genome-wide dynamics of H3K4me2-marked chromatin in young and terminally differentiated MK. In so doing, we identified significant activity of three TFs known to be necessary for platelet biogenesis *in vivo*: NF-E2, FLI1 and RUNX1. We then examined the separate and joint activities of these TFs in regulating a large proportion of genes expressed toward the end of the MK life cycle, coincident with platelet release. The sum of our original, high-quality data reveals individual TFs’ activities in thrombopoiesis.

## Results

### Identification of dynamic enhancers in differentiating MK

To investigate chromatin and TF dynamics in MK maturation, we cultured mouse fetal liver cells in thrombopoietin (TPO), collecting young committed cells after 2 days of culture (MK_Imm_) and large, terminally mature cells at the peak of proplatelet formation 3 days later (MK_Mat_). We used Ly76 (Ter119), Ly6g (Gr1) and Itgam (CD11/Mac1) antibodies (Ab) to deplete other blood lineages and 3 sedimentations over bovine serum albumin to remove (in the case of MK_Imm_) or enrich (for MK_Mat_) large, mature cells. Histochemistry and flow cytometry verified the expected differences in cell populations (Fig. 1a,b). Moreover, Ly76^+^ erythrocytes were efficiently depleted (<2% residual) and small, unavoidable granulocyte/macrophage residuals were equal in both populations. RNA profiles confirmed lineage depletion and showed efficient separation of immature and mature MKs, revealing higher levels of 692 transcripts and lower levels of 408 genes in MK_Mat_ (Fig. 1c), on par with results from prior studies^27^. Gene Ontology analysis of the increased transcripts highlighted membrane-related function, guanyl nucleotide-regulated processes and hemostasis (Fig. 1d), processes known to dominate in terminal MK differentiation^27^,^28^.

ChIP-seq for H3K4me2 on micrococal nuclease (MNase)-digested chromatin from the two MK populations identified thousands of H3K4me2-marked nucleosomes (Suppl. Fig. 1a). Many of these were present as nucleosome pairs separated by 250–450 bp of H3K4me2-depleted chromatin (Fig. 2a,b), a configuration that denotes active, TF-occupied *cis*-regulatory elements^21^,^22^. Nearly half of all such H3K4me2-marked nucleosome pairs localized at gene promoters (<2 kb from a transcription start site, TSS, Suppl. Fig. 1b) and showed little difference between immature and mature MK; this was expected because mammalian genes are controlled largely through distant enhancers^24^, including in MKs^26^. To investigate the relation of these paired nucleosomes with gene expression, we placed all expressed genes in bins of 50 genes each and determined the average number of nucleosome pairs located 2 kb to 20 kb from their TSSs. Differentially expressed genes showed more H3K4me2-marked nucleosome pairs than genes that express at similar levels in immature and mature MK (Fig. 2c). This association was particularly evident for genes activated in MK_Mat_ (blue dots), affirming that H3K4me2 ChIP at nucleosome resolution reveals functional enhancers.

To quantify chromatin dynamics at these sites, we assigned Nucleosome Stabilization-Destabilization (NSD) scores^21^,^22^, based on differences in H3K4me2 ChIP signals in MK_Mat_ and MK_Imm_. To identify TFs that may act selectively at enhancers in immature or mature MK, we searched for DNA sequence motifs enriched between all nucleosome pairs unique to each population (Fig. 2d). The GATA motif was enriched within sites in the highest percentile of MK_Imm_ selectivity (Fig. 2e), but not at sites enriched in MK_Mat_, consistent with known GATA1 requirements early in MK differentiation^20^,^29^,^30^. In contrast, the highest percentile of MK_Mat_-selective sites were enriched for sequences that bind NF-E2, ETS-family proteins, and RUNX1/AML (Fig. 2e), corresponding to three TFs - NF-E2, FLI1, and RUNX1 - whose absence arrests MK maturation, leading to thrombocytopenia *in vivo*^3^,^11^,^16^. Thus, a few TFs that bind hundreds of stage-restricted enhancers seem to control a large segment of the transcriptional program in late MK maturation.

### NF-E2 binds DNA at a high fraction of dynamic paired-nucleosome sites to activate MK genes

Mice lacking NF-E2, the factor with the most enriched motif in areas of dynamic chromatin in MK_Mat_, are profoundly thrombocytopenic^11^,^13^. To determine NF-E2 interactions with stage-specific chromatin and gene regulation, we used p45 NF-E2 Ab for ChIP-seq (Suppl. Fig. 1a), identifying few binding sites unique to MK_Imm_ and thousands of sites exclusive to MK_Mat_ (Fig. 3a). The number of confident binding sites was considerably higher than identified in a previous study^31^ and the canonical NF-E2 motif 32,33 was the most enriched (Z-score = −135.2) at these sites, which lay mainly in introns or intergenic regions >2 kb from TSSs and showed high phylogenetic conservation (Suppl. Fig. 1c). Individual (e.g., Fig. 3b) and aggregate (Fig. 3c) profiles revealed significant binding in selective regions with H3K4me2-marked nucleosome pairs. To examine this relationship further, we arranged all ~77,000 non-promoter nucleosome pairs into bins of 1,000, ranked by the NSD score, i.e., the magnitude of difference in H3K4me2 signal between MK_Mat_ and MK_Imm_ (Fig. 3d, x-axis). Most of the top-ranked bins showed frequent NF-E2 binding, which was evident in 5% to 9% of the 5,000 highest-scoring regions (Fig. 3d). Together with the large number of binding sites unique to MK_Mat_, these observations reveal the scope of potential NF-E2 function at enhancers that are active late in MK maturation.

To determine if this binding is functional, we first examined NF-E2 occupancy near genes that are selectively active in MK_Mat_. To this end, we represented differential expression of all genes in MK_Imm_ and MK_Mat_ on a scatter plot in relation to the distance from the TSS to the nearest NF-E2 binding site (Fig. 3e top). This illustrated that NF-E2 binds significantly closer to genes with high expression in MK_Mat_ than to invariant genes or those with high expression in MK_Imm_ (also shown in Fig. 3f, *P* < 2.2 × 10^−16^ by the KS test). Beyond a distance of 20 kb, similar numbers of genes fall above and below the horizontal lines in Fig. 3e, which indicates that about as many genes with distant NF-E2 binding increase as decrease expression in MK_Mat_. Accordingly, for the subsequent purpose of defining enhancers, we consider 20 kb an empiric boundary for a large fraction of functional binding sites.

To assess gene dependence on NF-E2, we projected gene expression changes identified in *Nfe2*^−/−^ MKs^34^,^35^, which were cultured and harvested similarly to our procedures^34^, on the scatter plot, marking genes that decrease in *Nfe2*^−/−^ MKs, compared to wild-type cells, in red and those that increase in black (Fig. 3e bottom). We observed higher NF-E2 occupancy near genes with reduced transcript levels in the mutant cells, compared to those that increase or stay fixed (*P* < 2.2 × 10^−16^). Although transcript levels in *Nfe2*^−/−^ MKs again revealed 20 kb as the distance to impute enhancers with confidence, many of these NF-E2-dependent genes showed binding at even larger distances (Fig. 3e bottom). Thus, NF-E2 activates genes, with little direct effect on gene silencing, mainly through enhancers. Transcripts reduced in *Nfe2*^−/−^ MKs could be direct transcriptional targets or merely reflect arrested cell maturation. Among reported candidate target genes^27^,^36^,^37^,^38^,^39^, *Tubb1*, which is highly expressed in wild-type MK_Mat_ and absent in *Nfe2*^−/−^ MKs^40^, showed no NF-E2 occupancy within 250 kb (Suppl. Fig. 1d). In contrast, *Tbxas1*, *Casp12*, *Lims12* and *Rab27b* showed nearby NF-E2 binding (Suppl. Fig. 1e and data not shown). Moreover, NF-E2 bound DNA within 20 kb of 270 out of 692 highly MK_Mat_-selective genes (39%, Suppl. Table 1), compared to 60 of 408 MK_Imm_-specific genes (14.7%, *P* = 1.3 × 10^−18^ by Fisher’s exact test). Together, these data confirm the scope of NF-E2 activity and can explain the profound maturation arrest in *Nfe2*^−/−^ MKs.

### Roles for RUNX1 and FLI1 in MK maturation

To identify TFs that may collaborate in this activity, we searched for sequence motifs enriched near NF-E2 binding sites in mature MK. Motifs corresponding to NF-E2, ETS proteins (such as ETS1 and FLI1), FOXP3, and AML/RUNX1 were the most highly represented (Fig. 4a); notably, three of these motifs were also enriched at sites of dynamic chromatin in MK_Mat_ (Fig. 2e). Neither immunoblotting (Fig. 4c) nor qRT-PCR (data not shown) detected FOXP3 in mouse MKs, suggesting that some other TF may bind that motif. Moreover, among ETS factors, *Ets1* and *Ets2* mRNA levels fall during MK maturation (Suppl. Fig. 2a) and *Ets1*^−/−^ or *Ets2*^−/−^ mice lack MK or platelet defects^41^. In contrast, levels of another ETS protein, FLI1, rise significantly in MK_Mat_, similar to p45 NF-E2 (Fig. 4b), and *Fli1*^−/−^ mice show profound dysmegakaryopoiesis^14^,^15^. Moreover, RUNX1 and FLI1 commonly co-occupy DNA in human and mouse MKs^19^,^20^ and in HPC-7 cells^18^. NF-E2 binding in MK_Mat_ also occurred at many sites that bind FLI1 and RUNX1 in HPC-7 cells (Suppl. Fig. 2b) and NF-E2 binds the *Fli1* and *Runx1* loci in wild-type MK_Mat_ (Suppl. Fig. 2c), implying a TF network, a common feature of stable differentiated cells^42^. These observations collectively suggest that NF-E2, FLI1 and RUNX1 are key transcriptional regulators of terminal MK maturation.

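The FLI1 and RUNX1 data come from 3 libraries of MK_Mat_, megakaryocytes (the cells that make platelets) cultured for 5 days from mouse fetal liver: 1 ChIP-seq library with each antibody and 1 library of input DNA, which is chromatin sequenced without precipitation. The DNA of at least 3 precipitates was pooled into each ChIP library. There are therefore no replicates, the spread between precipitates cannot be seen, and intervals cover counting error only. The methods give livers of embryonic day 14, at least 30 ng of DNA and the ThruPlex-FD kit, whereas the sample labels give day 15, 20 ng and the TruSeq kit for cells. The methods describe an input control digested with micrococcal nuclease beside ChIP chromatin sheared by sonication, whereas the labels describe sonication only. The authors mapped the reads to mouse genome build mm9 with Bowtie, kept uniquely mapped, non-redundant reads and deposited the position and strand of each read. The FLI1 file holds 62955089 reads and the RUNX1 file 3975705, each of 50 bp, and no position on either strand occurs more than once in either of them. The input file holds 22477167 reads of 34 bp at 21748078 positions. Suppl. Fig. 1a lists 71361159 unique tags for FLI1 and 45311238 for RUNX1 (the paper's values); every value given here rests on the deposited reads. Input reads were reduced to 1 per position and strand and mitochondrial reads were left out, which leaves 62946422 FLI1, 3973856 RUNX1 and 21745220 input reads. The distance between reads of opposite strands gave fragment lengths of 126 bp for FLI1 and 159 bp for RUNX1. Peaks were called after the scheme of MACS 1.4, the caller named in the methods, written anew: a window of 2 fragment lengths was kept when its Poisson p against the highest of the genome-wide rate and the local input rates over 1, 5 and 10 kb was under 1e-05, with the input scaled to the depth of the ChIP library. A summit is the base covered by most extended reads. Among the alternatives run, the scaling of the libraries and the p threshold moved the number of RUNX1 peaks most, and thinning the FLI1 library and the p threshold that of FLI1 peaks.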

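With these settings 42009 FLI1 peaks and 1003 RUNX1 peaks were called. A FLI1 peak held a median of 44 reads in its best window and at least 24, and its median fold over the expected reads was 4.48. A RUNX1 peak held a median of 8 reads and at least 7, at a median fold of 10.4. At the genome-wide rate of 0.676 RUNX1 reads per window, 7 reads already give this fold, so it reflects the threshold. The FLI1 rate was 8.48 reads per window, which lets FLI1 peaks pass at a lower fold. The folds of the libraries therefore do not compare their enrichment. Peaks took up 6.28% of FLI1 reads and 0.526% of RUNX1 reads. When the deeper library of each pair was thinned to the depth of the other and the roles were exchanged, 24034 FLI1 peaks over input stood against 1845 input peaks over FLI1 (7.68%), and 961 RUNX1 peaks against 124 (12.9%). In simulated reads at the FLI1 depth, 98% of sites planted at 5-fold over background were recovered. At the RUNX1 depth 4% of sites planted at 5-fold, 34% at 10-fold and 94% at 20-fold were recovered, so most RUNX1 sites of moderate strength are not detectable in this file. Both ends of a fragment are often present in the RUNX1 file, with 20.2 excess minus-strand reads per 100 plus-strand reads outside peaks, and the Poisson test counts them as separate reads. In simulated background of 1860 Mb at this depth, without any site, 274 peaks were called when ends were paired as often, and 19 when they were single. A part of the 1003 RUNX1 peaks can therefore stem from background, and which ones is not known. Of the alternatives tried for RUNX1, scaling the smaller library up to the larger, which multiplies the RUNX1 counts before the Poisson test, gave 202257 peaks, and a p threshold of 1e-10 gave 102.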

ChIP-seq for FLI1 and RUNX1 revealed thousands of confident binding sites for the two TFs (Suppl. Fig. 1a) and encompassing nearly all previously mapped RUNX1 binding sites^43^. Motifs corresponding to each TF were the most significantly enriched in the respective ChIP fragments (Z-score −143.9 for FLI1, −11.7 for RUNX1), which implies their direct binding to DNA. Both factors bound mainly in intergenic regions and introns, similar to NF-E2, although about 1/3 of FLI1 binding occurred at promoters (Fig. 4c). Also resembling NF-E2, both FLI1 and RUNX1 tend to bind closer to genes that increase expression in MK_Mat_ and further from MK_Imm_ genes (Fig. 4d), suggesting that all three TFs activate genes in maturing MK. 

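The DNA under the summits was taken from mm9 and searched on both strands within 50 bp of each summit, with windows of the same width 500 bp to either side as background. The ETS consensus CMGGAAR, the family of motifs that FLI1 recognizes, was present at 22061 of 42009 FLI1 summits (52.5%, exact 95% binomial interval 52% to 53%) and in 7.53% of the flanking windows, a ratio of 6.97 (bootstrap interval 6.8 to 7.14). The RUNX consensus TGYGGT was present at 236 of 1003 RUNX1 summits (23.5%, 20.9% to 26.3%) and in 7.63% of the flanks, a ratio of 3.09 (2.59 to 3.68). Among 40 shuffled versions of each consensus, the highest ratio was 2.1 for ETS at FLI1 summits and 2.33 for RUNX at RUNX1 summits. Without a consensus given beforehand, the 1570 sequences of 6 bases found at 2% or more of FLI1 summits were ranked by the same ratio, and CCGGAA came first (9.03), followed by CGGAAG (7.87) and ACTTCC (6.09), all with the ETS core GGAA or its complement. Among 1659 such sequences at RUNX1 summits, ACCGCA, the complement of TGCGGT, came first (5.23), CGCAAC came next (4.73) and CGGAAG, an ETS sequence, was the third (3.83). Widening the window to 100 bp lowered the ETS ratio to 4.01, and the scaled-up calling lowered the RUNX ratio at RUNX1 summits to 1.12. Both motifs were most frequent at the summit. From the motif ranks the paper reasons that each TF binds its sites directly.

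**Figure D1:**
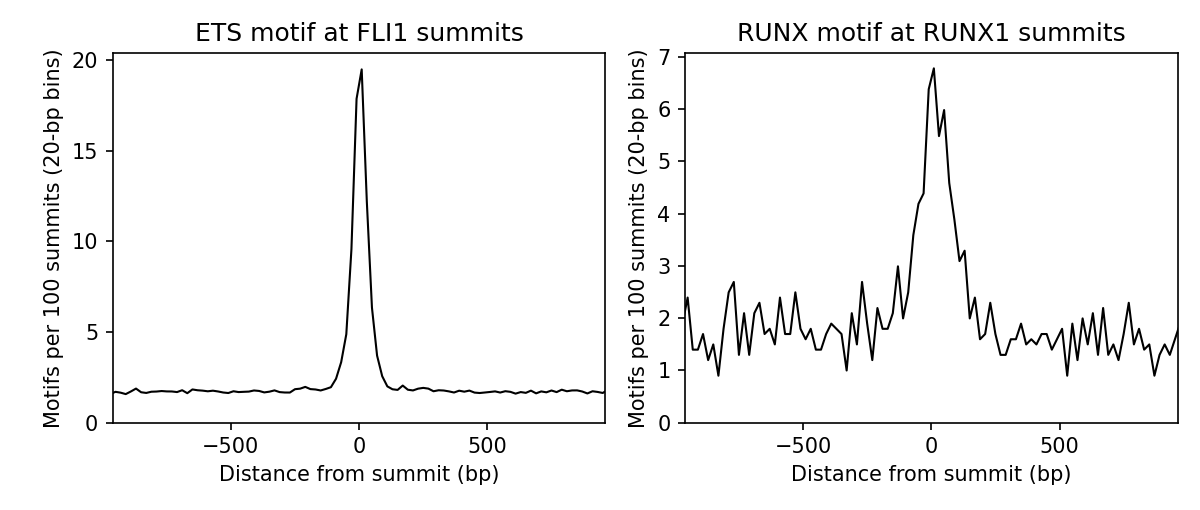
Density of the ETS consensus around FLI1 summits (left) and of the RUNX consensus around RUNX1 summits (right), as motifs per 100 summits in bins of 20 bp, against the distance from the summit in bp. The ETS curve reaches 19.5 motifs per 100 summits in the bin next to the summit and the RUNX curve 6.78.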

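Each summit was assigned to a promoter when it lay within 2 kb of the TSS of a protein-coding transcript of GENCODE M1, the annotation of mm9 used here, and otherwise to an exon, an intron or intergenic DNA. FLI1 summits were at promoters in 12502 of 42009 cases (29.8%, exact 95% binomial interval 29.3% to 30.2%), in exons in 2.02%, in introns in 32.2% and in intergenic DNA in 36.1%. Of the 1003 RUNX1 summits, 391 were at promoters (39%, 36% to 42.1%), 1.6% in exons, 27.6% in introns and 31.8% in intergenic DNA. The RUNX1 promoter share was 7.44% under the scaled-up calling and 30.55% without the input. Introns and intergenic DNA together held 68.2% of FLI1 and 59.4% of RUNX1 summits. Reads drawn at random from the libraries lay at promoters in 6.85% (FLI1), 6.11% (RUNX1) and 5.12% (input) of cases. The input may not share the shearing of the ChIP libraries, so it need not correct for reads that gather at promoters without binding. The promoter share depended on how strong a peak had to be. When FLI1 peaks were ordered by p and divided into 5 equal groups, it fell from 44.4% in the strongest group to 21.2% in the weakest, and with FLI1 thinned to the RUNX1 depth it was 44.3%. The FLI1 and RUNX1 shares as called are therefore shares at unequal depths.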

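The MK_Mat_ genes are the 692 genes of Suppl. Table 1, of which 687 were matched to GENCODE M1. They were set against the other 21686 protein-coding genes of that annotation, not against the invariant and MK_Imm_ genes of the microarray, which are not analysed here. The distance runs from the 5′ end of the gene to the nearest summit on either side. The median distance to a FLI1 summit was 322 bp for MK_Mat_ genes and 6116 bp for the other genes. Among 10000 random lists of 687 genes, the median of the medians was 5434 bp and the smallest 1487 bp. For RUNX1 the median distance was 520142 bp for MK_Mat_ genes and 709432 bp for the other genes, and random lists gave 529008 to 906728 bp. No random list came as close as the MK_Mat_ genes for either factor. The lists were not matched on expression or promoter sequence, and with 1 library per antibody they describe these libraries only. From the shorter distances to MK_Mat_ genes the paper proposes that FLI1 and RUNX1, like NF-E2, activate genes in maturing MK.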

Coupled with stage-selective *cis*-regulatory regions, the binding profiles of 3 abundant, essential TFs provided information relevant to the transcriptional basis of MK maturation.

To investigate this basis, next we mapped FLI1 and RUNX1 occupancy at differentially active regulatory regions, i.e., in relation to NSD scores (differences in H3K4me2 marking). RUNX1 binding was modestly enriched among enhancers selectively marked in MK_Mat_, whereas FLI1 binding was evident at 15% to 30% of enhancers with the greatest differential marking (Fig. 5a). The extent of FLI1 binding reflects the 4-fold excess of FLI1 over NF-E2 binding sites and suggests that FLI1 may control an especially large fraction of late MK genes. 

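The number of FLI1 sites followed the depth and the threshold. At a p threshold of 1e-10 in place of 1e-05, 27597 FLI1 peaks remained, and with the library thinned from 62946422 to 3973856 reads, 6400 were called. The 8402 FLI1 peaks with the smallest p held a median of 118 reads and an ETS motif in 69% of summits, against 27 reads and 42.1% in the weakest 8401 peaks, where the flanks gave 7.18%. NF-E2 sites were not analysed here, so the excess of FLI1 over NF-E2 sites has no value of its own in these files.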

We therefore considered every gene with respect to its differential expression in MK_Mat_ *vs.* MK_Imm_ (y-axis in Fig. 5b) and the nearest binding of each TF (x-axis). This analysis revealed first that each TF binds DNA mainly near genes that increase expression significantly in MK_Mat_ (Fig. 5b), similar to NF-E2; this is especially the case at distances under 20 kb. 

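Within 20 kb of the TSS, 639 of 687 MK_Mat_ genes had a FLI1 summit (93%, exact 95% binomial interval 90.8% to 94.8%), compared with 13721 of 21686 other genes (63.3%). A RUNX1 summit lay within 20 kb of 72 MK_Mat_ genes (10.5%, 8.29% to 13%) and of 816 other genes (3.76%). The highest share among the random lists was 70.7% for FLI1 and 6.7% for RUNX1. At 50 kb the FLI1 shares drew closer, 96.8% against 75.3%, and the RUNX1 shares were 14.9% and 7.23%. At the RUNX1 depth a gene without a summit cannot be taken as unbound. Thinning FLI1 to that depth lowered its share to 46.7%, and the scaled-up calling raised the RUNX1 share to 98.4%.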

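FLI1 summits lay within 2 kb of the TSS of 505 of 687 MK_Mat_ genes (73.5%, exact 95% binomial interval 70% to 76.8%) and of 9358 other genes (43.2%). RUNX1 summits lay there at 29 MK_Mat_ genes (4.22%, 2.85% to 6.01%) and 378 other genes (1.74%), and the highest share in any random list was 4.08%. More FLI1 peaks were away from promoters (29507) than at them, and the same held for RUNX1 (612). With 1 kb as the limit, the FLI1 share was 68%, and with the start sites of all transcripts of a gene, an alternative chosen after the data were seen, it was 81.8%. NF-E2 binding at promoters was not analysed here.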

Second, RUNX1 and particularly FLI1 bind the promoters of many more MK_Mat_ genes than does NF-E2, although, both TFs occupy many more distant sites than promoters, consistent with the bulk of gene regulation occurring at enhancers.

To impute the functions of FLI1 and RUNX1 binding with respect to NF-E2, we examined each TF’s occupancy near genes that are enriched in MK_Mat_ and depend on NF-E2 *in vivo*^34^. Figure 5c projects these genes in red (reduced expression in *Nfe2*^−/−^ MK) or black (levels rise in *Nfe2*^−/−^ MK) onto the adjoining (Fig. 5b) regulation maps. 

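Suppl. Table 1 marks 193 of its genes as reduced in *Nfe2*-/- MK, and 191 of them were matched to the annotation. FLI1 summits lay within 2 kb of the TSS of 151 of these (79.1%, exact 95% binomial interval 72.6% to 84.6%), and the highest share in any random list of 191 genes was 57.1%. The random lists were drawn from all genes compared, and among all MK_Mat_ genes the FLI1 share was 73.5%. RUNX1 summits lay within 2 kb of the TSS of 4 of the 191 genes (2.09%, 0.574% to 5.28%). Of 10000 random lists, 4616 had a RUNX1 share as high, so RUNX1 at the promoters of these genes was not distinguishable from that at random genes at this depth. Under the scaled-up calling, an alternative chosen for this share after the data were seen, the RUNX1 share was 67.5%. The median distance to a FLI1 summit was 323 bp, and that to a RUNX1 summit was 614925 bp, with a median as short in 1690 of the random lists.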

The densities of red dots in each frame reveal extensive FLI1 and RUNX1 binding near NF-E2-dependent genes, and in contrast to the few such genes with promoter (<2 kb) binding of NF-E2 or RUNX1, nearly 2/3 of these promoters showed FLI1 occupancy (Fig. 5c). FLI1 also bound about half as many enhancers as RUNX1 or NF-E2. 

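Of the 191 NF-E2-dependent MK_Mat_ genes, 182 had a FLI1 summit within 20 kb (95.3%, exact 95% binomial interval 91.2% to 97.8%) and 188 within 50 kb (98.4%). The highest shares among random lists were 76.4% and 88%. RUNX1 summits were within 20 kb of 20 genes (10.5%, 6.51% to 15.7%) and within 50 kb of 33 (17.3%, 12.2% to 23.4%). Of 10000 random lists, 1 reached the RUNX1 share at 20 kb and 0 that at 50 kb. The random lists were drawn from all genes compared, not from MK_Mat_ genes. Among all MK_Mat_ genes the shares at 20 kb were 93% for FLI1 and 10.5% for RUNX1, and at 50 kb 96.8% and 14.9%. The excess over random lists thus does not by itself set NF-E2-dependent genes apart from other MK_Mat_ genes. Thinned to the RUNX1 depth, FLI1 had summits within 20 kb of 50.8% of the NF-E2-dependent genes.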

Notably, whereas 44.1% of NF-E2-dependent genes bind NF-E2 within 20 kb and 63.8% of these genes bind NF-E2 within 50 kb, the fraction of genes that bind within 20 kb is higher for both RUNX1 (68.1%) and FLI1 (89.5%) binding (Fig. 5d). These associations indicate extensive co-regulation of MK_Mat_ genes by these three TFs.

### Singular and combinatorial TF activity in MK maturation

As it is increasingly clear that multiple *cis*-elements control individual genes, NF-E2, FLI1 and RUNX1 could co-regulate MK_Mat_ genes through binding at the same or different enhancers. This is an important distinction because 2 of these 3 TFs co-occupy DNA in other contexts^18^,^19^, albeit without clear functional consequence. Moreover, the individual profiles for FLI1, RUNX1 and NF-E2 revealed all possible binding combinations: alone, in pairs, or as a trio (Fig. 6a). 

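*Amd1*, the locus of Fig. 6a, is an S-adenosylmethionine decarboxylase gene on the minus strand of chromosome 10, from 40007265 to 40021992 in mm9. FLI1 had 3 summits within 20 kb of its TSS. The strongest, at 40022064, is in the promoter, 72 bp from the TSS, with 117 FLI1 reads and 6 input reads, and the sequence CCCGACAGGCCAGGAAGTGACGCCATC around an ETS motif at 40022043 to 40022049. Another, at 40006753, is intergenic, beyond the 3′ end of the gene, with 36 FLI1 and 0 input reads and an ETS motif in AAACAGAAGTCAGGAAGTACAGAACTC. The summit at 40039585, upstream and intergenic, held 31 FLI1 reads. At these places the RUNX1 library held 2, 3 and 4 reads, fewer than the 7 of its smallest peak, and no RUNX1 summit lay within 20 kb of the TSS. The nearest RUNX1 summit was 1188237 bp away. RUNX1 binding at this locus was not detectable at the depth of its library.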

We therefore sought to determine the prevalence and roles of solitary and combined TF binding.

By surveying the interval distances between summits of all ChIP-seq peaks for the 3 TFs, we identified 300 bp as the upper limit that likely encompasses discrete regulatory elements (Fig. 6b). 

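Of 1003 RUNX1 summits, 312 had a FLI1 summit nearer than 50 bp, 154 at 50 to 100 bp, 71 at 100 to 150 bp, 36 at 150 to 200 bp, 27 at 200 to 250 bp and 14 at 250 to 300 bp. From 300 bp outwards each interval of 50 bp held between 0 and 12, out to 1000 bp. With the FLI1 summits shifted by 10 kb to either side, 7 RUNX1 summits were within 50 bp of a FLI1 summit, as the mean of both shifts. Distances to NF-E2 summits are not analysed here.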

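At a limit of 300 bp, 614 of 1003 RUNX1 summits had a FLI1 summit (61.2%, exact 95% binomial interval 58.1% to 64.2%), compared with 3.29% after the shift by 10 kb. In turn, 614 of 42009 FLI1 summits had a RUNX1 summit (1.46%, 1.35% to 1.58%), compared with 0.0786% after the shift. Thinning FLI1 to the RUNX1 depth changed the shares to 5.06% of FLI1 and 32.2% of RUNX1 summits. RUNX1 summits were found at 4.73% of the strongest 8402 FLI1 peaks and at 0.191% of the weakest 8401. FLI1 peaks with a RUNX1 summit held a median of 115 reads, and those without held 44. Promoters made up 50.3% of the former and 29.5% of the latter. Under the scaled-up calling 4.78% of RUNX1 summits had FLI1 nearby. No called summit of the other factor lay within 300 bp of 41395 FLI1 summits and of 389 RUNX1 summits, and some of these RUNX1 summits can stem from background. Most RUNX1 sites of moderate strength are not detectable at this depth, so these FLI1 summits cannot be taken as free of RUNX1. Regions with NF-E2 are not analysed here.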

With this parameter, although each TF showed some binding without concomitant binding of another, we detected substantial co-occupancy, ranging from 74% of all FLI1 binding sites to 96% of all NF-E2 binding sites; more than 1,800 regions bound all three TFs and few regions bound only NF-E2 and RUNX1 (Fig. 6c). Considering the 692 genes expressed selectively in MK_Mat_, we observed TF co-occupancy in the enhancers of 84.5% of all FLI1-bound genes and 94% of all RUNX1-bound genes; indeed, only 8 of 269 NF-E2-bound regions lacked another TF (Fig. 6d). 

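All 72 MK_Mat_ genes with a RUNX1 summit within 20 kb also had a FLI1 summit there (exact 95% binomial interval from 95%), as did 96.5% of the RUNX1-bound other genes. A FLI1 summit lay within 20 kb of 93% of all MK_Mat_ genes and of 63.3% of the other genes. Overlap with FLI1 among MK_Mat_ genes therefore starts near its ceiling, whichever factor is set beside it. Of the 639 FLI1-bound MK_Mat_ genes, 72 had a RUNX1 summit (11.3%, 8.92% to 14%), compared with 787 of 13721 FLI1-bound other genes (5.74%). A pair of FLI1 and RUNX1 summits within 300 bp of each other lay near 58 of 687 MK_Mat_ genes (8.44%, 6.47% to 10.8%). NF-E2 was added from the distances of Suppl. Table 1, which are the paper's. By these, 290 FLI1-bound MK_Mat_ genes also had RUNX1 or the paper's NF-E2 within 20 kb (45.4%, 41.5% to 49.3%). Of 268 MK_Mat_ genes with NF-E2 by the paper's distances, 261 had a FLI1 summit (97.4%) and 43 a RUNX1 summit (16%), and 7 had neither. These counts join a gene to summits within 20 kb and, other than the paired summits, do not require that the factors share a site.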

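Near the NF-E2-dependent MK_Mat_ genes, 162 of 191 had FLI1 summits without RUNX1 within 20 kb, 20 had both, 0 had RUNX1 alone and 9 had neither. The share with RUNX1 is limited by the depth of its library. In 15 genes (7.85%, exact 95% binomial interval 4.46% to 12.6%) a FLI1 and a RUNX1 summit lay within 300 bp of each other.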

Finally, near genes that depend on NF-E2 *in vivo*^34^, we detected substantial co-occupancy with at least FLI1 or RUNX1 and commonly both (Fig. 6e). Thus, co-occupancy of TFs essential to MK function is pervasive and particularly evident in the vicinity of MK_Mat_-selective genes. In particular, genes frequently bind FLI1 at their promoters and show significant binding of NF-E2 and FLI1, with or without RUNX1, at distant enhancers.

To ask how combinations of NF-E2 with other TFs might affect MK gene expression, we used *k*-means clustering, an unbiased and unsupervised method, to sub-divide NF-E2 binding sites into 3 clusters based on the ChIP-seq signal and FLI1/RUNX1 co-occupancy (Fig. 7a). H3K4me2 levels in all 3 clusters of NF-E2 binding sites were increased from MK_Imm_ to MK_Mat_ and enhancers with high FLI1 and RUNX1 occupancy (cluster 1) showed the largest average gain in H3K4me2 during MK maturation (Fig. 7b). Among all NF-E2-bound enhancers, cluster 1 also showed the highest H3K4me2 signals in flanking nucleosomes (Fig. 7a, blue curves). These features are nicely illustrated at the *Itgb3* locus, which is strongly activated during MK maturation and binds each TF in close proximity within H3K4me2-marked intronic sites (Fig. 7c). 

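*Itgb3*, which encodes integrin β3, lies on the plus strand of chromosome 11 from 104469370 to 104531790 in mm9. FLI1 had 11 summits and RUNX1 3 within 20 kb of the TSS. A RUNX1 summit at 104473072 (14 RUNX1 and 9 input reads, 10.5-fold) and a FLI1 summit at 104473099 (173 FLI1 and 6 input reads, 10.8-fold) are 3702 and 3729 bp downstream of the TSS, in an intron. The RUNX motif between them, at 104473090 to 104473095, reads GCCCACAGGAACCGCAAGTCATGAAT with its surroundings. An intergenic pair upstream, at 104461213 for RUNX1 (8 reads) and 104461207 for FLI1 (49 reads), has the RUNX motif TGTGGT at 104461194 to 104461199. The RUNX1 summit in the intron at 104475215 held 10 reads, and the nearest FLI1 summit, at 104475611 with 108 reads, is more than 300 bp away. The strongest FLI1 summit of the locus, at 104457918 with 277 reads, held 6 RUNX1 reads and no RUNX1 peak. NF-E2 and H3K4me2 at this locus are not analysed here.

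**Figure D2:**
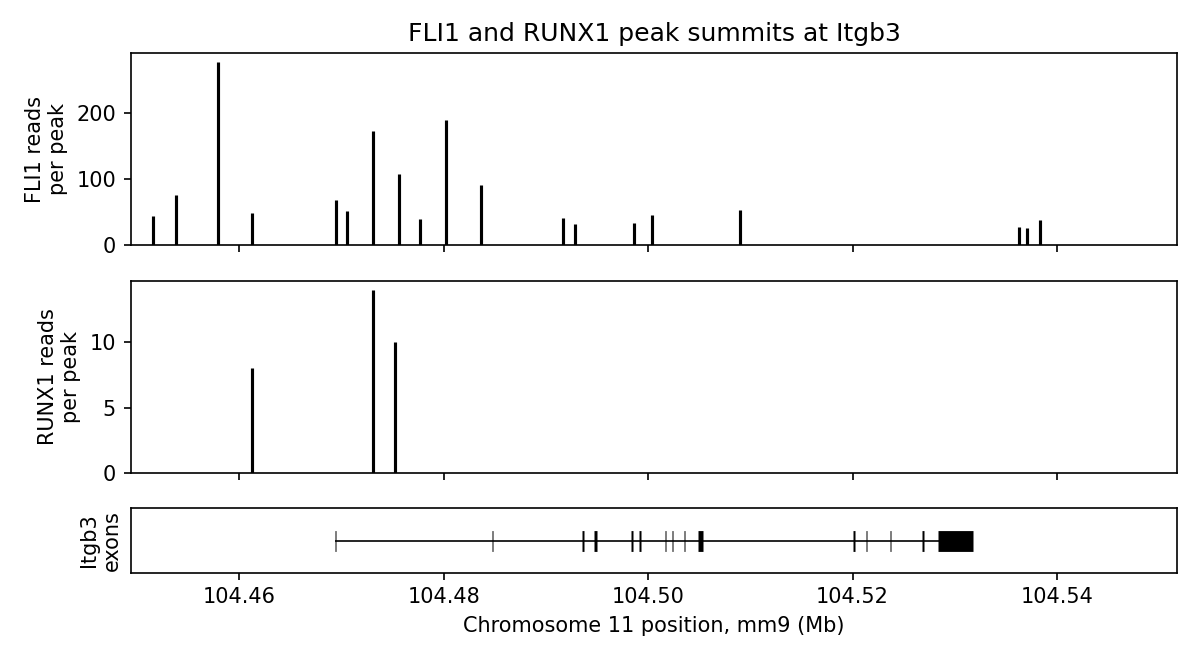
Map of *Itgb3* in mm9, with the position on chromosome 11 in Mb on the horizontal axis and the reads per peak on the vertical axes. Each line is a peak summit of FLI1 (top) or RUNX1 (middle), and boxes on the bottom line are exons. The RUNX1 peaks hold 8, 14 and 10 reads, and the tallest of them stands beside the FLI1 peak of 173 reads.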

NF-E2 binding signals were highest, and H3K4me2 signals remained robust, when only one of the other TFs was also present (cluster 2, where average signals from RUNX1 and FLI1 binding were also considerably lower); H3K4me2 signals were the lowest when NF-E2 was found alone (cluster 3) (Fig. 7a). Notably, enhancers that bound 2 or 3 TFs were associated with a significantly higher probability of selective expression of nearby genes in MK_Mat_. This relationship was most clear and extreme for sites that bind all three TFs (cluster 1) but was also evident for sites that bind just one TF in addition to NF-E2 (Fig. 7d). Thus, enhancers that bind 2 or all 3 TFs mark MK_Mat_-selective genes best.

Because the foregoing analysis centered on *binding sites*, next we considered TF occupancy with respect to the 692 *genes* expressed selectively in MK_Mat_ (Suppl. Table 1). Relative to the background for all genes, those with nearby binding of NF-E2, FLI1 or RUNX1 were enriched for MK_Mat_-specific genes (Fig. 7e). 

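MK_Mat_ genes made up 687 of the 22373 genes compared (3.07%). Among the 14360 genes with a FLI1 summit within 20 kb they were 639 (4.45%, exact 95% binomial interval 4.12% to 4.8%), and among the 888 genes with a RUNX1 summit they were 72 (8.11%, 6.4% to 10.1%). Among the 7984 genes with neither, 48 were MK_Mat_ genes (0.601%, 0.444% to 0.796%). The background is the protein-coding genes of the annotation together with the MK_Mat_ genes, whether or not the microarray covers them.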

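Genes with FLI1 but not RUNX1 within 20 kb were MK_Mat_ genes in 567 of 13501 cases (4.2%, exact 95% binomial interval 3.87% to 4.55%). Genes with both were so in 72 of 859 cases (8.38%, 6.62% to 10.4%), and those with both summits at one site in 58 of 686 (8.46%, 6.48% to 10.8%). RUNX1 alone was found near 29 genes, 0 of them MK_Mat_ genes (interval up to 11.9%). The intervals of FLI1 alone and of both factors do not overlap. Most RUNX1 sites of moderate strength are not detectable at this depth, and genes were not matched on the strength of FLI1 binding. The share among genes with both fell to 4.51% under the scaled-up calling. Combinations with NF-E2 are not analysed here.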

Co-occupancy of FLI1 with NF-E2 or RUNX1 showed even better association with MK_Mat_-specific genes, implying that FLI1 collaborates productively with both TFs. Importantly, nearly 1/3 of genes that bind all 3 TFs in close vicinity are MK_Mat_-selective genes (right-most bar in Fig. 7e), indicating potent additive effects. This association is unlikely to be spurious because pairing of NF-E2 and RUNX1 is much less frequent, suggesting that the latter TF pair may have a limited regulatory role in the absence of FLI1. Furthermore, near genes that bind any of the three TFs alone or in combination, we observed no enrichment - and even some depletion - of genes expressed selectively in MK_Imm_ (Suppl. Fig. 2d).

## Discussion

Much of the current appreciation of the transcriptional control of thrombopoiesis rests on findings in knockout mice and in human pedigrees with syndromic thrombocytopenia, which point separately to three necessary TFs – NF-E2, FLI1 and RUNX1. It is, however, unclear if these are the principal transcriptional determinants of platelet assembly, as other TFs may be equally essential. Moreover, although NF-E2 is activated late in MK maturation and defects in *Nfe2* mutant mice are confined to the final steps in platelet assembly, FLI1 and RUNX1 also show activities in young MKs; thus, defective thrombopoiesis in the absence of the latter factors might reflect those early roles or additional functions in terminally mature cells. The basis for the strong functional overlap among TFs with distinct DNA-binding preferences is also unclear, particularly if they act at promoters or enhancers, and collaborate at the same late-active MK genes or regulate different transcriptional targets. We therefore studied chromatin dynamics during MK differentiation and accurately mapped TF occupancy in terminally mature MK. Our application of the genome-wide histone mark H3K4me2 in different cell states to identify TF activity highlights the rich information contained in dynamic chromatin and the power of this information to reveal gene regulatory mechanisms in primary cells.

In MKs and other cells, histone modifications are much more dynamic at enhancers than at promoters^24^,^26^. The hundreds of distant *cis*-elements that acquire hallmarks of activation in terminally mature MKs hence represent the principal sites of relevant TF activity, and sequence motifs corresponding to NF-E2, FLI1 and RUNX1 are by far the most enriched within these regions. FLI1 and RUNX1 were also the next most enriched motifs (after NF-E2) at sites of NF-E2 binding and no other DNA sequences were significantly enriched at regions of FLI1 and RUNX1 occupancy. 

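At FLI1 summits the search within 50 bp was extended to other consensus sequences. RUNX (TGYGGT) was at 18.2% of FLI1 summits and 8.25% of the flanks, a ratio of 2.21 (bootstrap interval 2.15 to 2.28), and the NF-E2 motif TGASTCA at 5.12% and 1.59%, a ratio of 3.21 (3.01 to 3.43). GATA (WGATAR) was at 20.9% and 15.3%, a ratio of 1.36 (1.33 to 1.4), which was 1.51 away from promoters and 0.869 at promoters. Of 40 shuffled versions each, 1 had a ratio as high as RUNX and 0 as high as NF-E2 or GATA, whose closest shuffled version reached 1.36. At RUNX1 summits ETS had a ratio of 2.41 (2 to 2.96), GATA 1.41 (1.21 to 1.64) and NF-E2 1.43 (0.727 to 2.74), which counting error does not separate from 1. These ratios compare frequencies only, while SeqPos, the tool of the methods, also scores the distance to the summit.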

Although various TFs can in principle bind the same motifs, NF-E2, FLI1 and RUNX1 are the dominant family members expressed selectively in MKs and notably increased in terminal cells. When considered in the light of the thrombopoietic defects associated with mutations in each of these genes, our observations imply that NF-E2, FLI1 and RUNX1 together control much of the late MK transcriptional program, though additional TFs – such as one that binds the Fox motif enriched near NF-E2 binding sites – likely have supporting roles. Most of the ~700 genes activated late in MK maturation show nearby binding of at least one – and often 2 or all 3 – of these TFs, mainly in regions that carry the activated histone mark H3K4me2 only in mature cells. Although gains and losses in many transcripts accompany MK differentiation, genes that are selectively active in terminally mature cells show far greater binding than genes that are silenced, which indicates a predominant activating role for NF-E2, FLI1 and RUNX1, with probably little to no activity in transcriptional repression.

These features contrast with those of other TF families – GATA1/2 and TAL1/LYL1 – that are also expressed in erythroid, MK, and other blood cells. Elegant studies have highlighted activities of the latter TFs, which mainly function early in MK differentiation and activate or repress transcription, depending on the cellular context and associated protein complexes^19^,^20^,^44^,^45^. Moreover, in progenitor cells GATA and TAL proteins seem to prime enhancers for subsequent activity in specified MKs, probably in conjunction with RUNX1 and FLI1^19^,^20^, which are present at low levels in mouse MK_Imm_ (Fig. 4b). Indeed, WGATAR was the most enriched motif in enhancers that are selectively active in immature MK, consistent with known GATA1 requirements in these cells^29^. NF-E2, FLI1 and RUNX1 levels increase dramatically in terminal MKs and our study highlights their occupancy at newly activated enhancers.

The frequent association of NF-E2, FLI1 and RUNX1 in various combinations at or near late-MK genes is of particular note. Histones showed low H3K4me2 at enhancers occupied by single TFs and the highest levels of this activation mark in areas that bound NF-E2 and either RUNX1, FLI1 or both TFs. Co-occupied enhancers were also the best associated with genes expressed selectively in MK_Mat_ and gave the strongest signals for TF occupancy. Taken together, these findings reveal the importance of these TFs at late-MK enhancers and provide a basis to understand why their absence compromises thrombopoiesis. Notably, loss of any member of this triad produces related cellular defects, each associated with thrombocytopenia. In particular, nearby binding of RUNX1 and/or FLI1, which is evident at most genes with reduced expression in *Nfe2*-null mice (Fig. 5c,d), seems insufficient to drive transcription. Thus, although various combinations of these TFs co-regulate many of the same target genes through discrete enhancers, their functions are not overtly redundant but complementary and individually essential.

Finally, our ChIP-seq data from primary cells will serve as a vital community resource to study epigenome regulation of platelet biogenesis. Genomic data revealing the collaborative functions of three TFs – NF-E2, FLI1 and RUNX1 – provide a foundation to uncover detailed mechanism their collaboration at dynamic enhancers to activate MK-selective genes. Those mechanisms will in turn lead to refined insights into how platelet biogenesis may be manipulated to manage disorders of platelet deficiency or excess. Although our conclusions are based on MKs cultured from mouse fetal livers, and human or adult mouse MKs may well show some differences, the overall regulatory logic of combinatorial TF activity at MK enhancers is probably conserved.

## Methods

### Cell culture and verification

Fetal livers from the CD1 strain of mice were collected on embryonic day 14 (E14) and single-cell suspensions were prepared by filtration through a 40-μm cell strainer, followed by successive passing through 18- to 23-gauge needles. All methods were carried out in accordance with guidelines established by the Animal Care and Use Committee of the Dana-Farber Cancer Institute and all experimental protocols were approved by this committee. After removal of erythrocytes in ammonium chloride-potassium (ACK) lysis buffer, cells were cultured in Dulbecco’s Modified Eagle Medium (Invitrogen) supplemented with 10% fetal bovine serum (FBS) and thrombopoietin (TPO, 1% culture supernatant from a producer cell line^46^). After 2 or 5 days of culture, cells were subjected to negative selection with TER119, GR1 and CD11b antibodies (Ab, BD Pharmingen; catalog #553671, 553123 and 553308, respectively) and magnetic Dynabeads (Invitrogen, catalog #110.35), followed by positive (MK_Mat_) or negative (MK_Imm_) selection over bovine serum albumin (BSA: 4%, 3%, 1.5%) gradients. May-Grunwald Giemsa staining of cytocentrifuged cells from each culture verified proper isolation. MK cultured for 2 or 5 days were also stained with FITC-labeled CD41, APC-labeled TER119, APC-labeled GR1 or PE-labeled CD11b Ab (1:200, BD Pharmingen; catalog #553848, 557909, 553129 and 557397, respectively) for 20 min at 4 °C, washed in cold phosphate-buffered saline (PBS) containing 2% FBS, incubated in Hoechst dye (1:10,000), and analyzed on a FACSCanto II flow cytometer (BD Biosciences).

### Expression, gene association, and Gene Ontology (GO) analyses

RNA isolated from purified MK using RNeasy Mini kits (Qiagen, catalog# 74104) was processed and hybridized to Mouse Genome 430A 2.0 microarrays (Affymetrix) according to the manufacturer’s instructions. Microarray experiments were done in triplicate. Data were processed using robust multiarray analysis (RMA) to normalize expression indices^47^. Genes with a unique RefSeq ID assigned to the probe set and called as “present” in at least 1 sample were retained for analyses. Differentially expressed genes between MK_Imm_ and MK_Mat_ were identified using LIMMA^48^, with false discovery rate (FDR) <0.05 and fold-change ≥1.5. GO analysis was performed using DAVID tools^49^ with default parameters, and GO terms with FDR <0.001 were selected. cDNA for RT-PCR analysis was synthesized using the QuantiTect reverse transcription kit (Qiagen, Catalog# 205311). Down- or up-regulated genes in *Nfe2*^−/−^ MK^34^ were chosen on the basis of ≥2-fold change on the microarray expression indices between wild-type and *Nfe2*^−/−^ cells.

### Immunoblotting

Cells were lysed in RIPA buffer and boiled in Laemmli sample buffer for 5 min before fractionation by 10% SDS-PAGE. After transfer to nitrocellulose membranes over 1.5 h at 65 V, blots were blocked with 5% milk in PBS containing 0.1% Tween-20 (pH 7.5) and incubated with p45 NF-E2 (1:1000, ref. 39.), FOXP3 (eBioscience, catalog #14-5773), RUNX1 (Abcam, catalog #23980), or FLI1 (Abcam, catalog #15289) Ab overnight at 4 °C. Blots were washed in PBS-Tween, incubated with horseradish peroxidase-conjugated goat anti-rabbit IgG (Santa Cruz, catalog #sc-2054, 1:2,000), and exposed briefly to chemiluminescence reagents (Santa Cruz, catalog #sc-2048).

### ChIP-seq for H3K4me2 at nucleosome resolution and for TFs

ChIP on purified MK was performed as described previously^22^, with H3K4me2 Ab (Millipore, catalog #07-030) and input chromatin control following chromatin digestion with micrococcal nuclease, or with Ab against p45 NF-E2^39^, RUNX1 (Abcam, catalog #23980) or FLI1 (Abcam, catalog #15289) after chromatin was sheared by sonication. Libraries, prepared using ThruPlex-FD kits (Rubicon Genomics) and at least 30 ng DNA from 3 or more precipitates was pooled for sequencing on an Illumina Hi-Seq instrument.

### ChIP-seq data analysis

ChIP-seq reads were mapped to mouse genome build mm9 using Bowtie with default parameters, and uniquely mapped, non-redundant reads were retained^50^. H3K4me2 ChIP-seq reads from MK_Imm_ and MK_Mat_ were merged, and H3K4me2-marked nucleosomes were identified using NPS^51^ with default parameters from the merged ChIP-seq library. H3K4me2-marked nucleosome pairs, NSD scores during MK maturation, and sequence motifs enriched among the most dynamic nucleosome pairs were identified using BINOCh^52^ with default parameters. NF-E2, FLI1, and RUNX1 binding sites in the genome were identified using MACS 1.4 with default parameters^53^. Motifs enriched at TF binding sites were identified using SeqPos^54^ on the Cistrome analysis platform^55^. Whereas all reported sequence motifs have a *P*-value less than 0.001, SeqPos uses a Z-score to measure the enrichment level of a motif based on both frequency of occurrence and proximity to the peak summits (Figs 2e and 4a). ChIP-seq data were represented in wiggle format generated from NPS for H3K4me2 or from MACS for TFs, respectively, and were visualized using IGV Genome Browser (Figs 2b, 3b, 6a and 7c).

### Composite profile of ChIP-seq signal density on a set of regions

Anchored regions were aligned by the summit locations for TF binding sites (Figs 3c and 7a,b) or center locations for nucleosome pairs (Fig. 2d), and ChIP-seq reads were tallied in non-overlapping 10-bp windows. The genomic location of a sequence read was shifted in the 3′ direction by half the average ChIP DNA fragment size to represent the center of the relevant fragment, estimated by calculating the cross-correlation between all 5′ and 3′ reads^50^ (i.e., 150 bp for most datasets). Total read counts were then normalized to RPKM by the total non-redundant read count for each dataset.

### Integrative bioinformatics analyses

The summit of the MACS-identified ChIP-seq peak was considered as the location of a TF binding site. In TF regulation maps (Figs 3e and 5b,c), the distance from a gene to its nearest TF binding site is calculated by the distance on chromosomal locations between the TSS of that gene and the summit of the nearest peak, upstream or downstream, regardless of the presence of intervening genes, if any. Co-occupancies of multiple TFs were determined under the criterion that the distance between the summits of any two binding sites was lower than the inflection point in the distribution of such distances, i.e., 300 bp (Fig. 6b). *K*-means clustering of NF-E2 binding sites based on FLI1 and RUNX1 co-occupancy (Fig. 7a,b) was performed on the normalized wiggle profiles of NF-E2, FLI1, and RUNX1 ChIP-seq signal extracted from a 1-kb region centered at each NF-E2 peak summits, using the Heatmap tool on the Cistrome analysis platform. Among the different values we tested, *k* = 3 gave simple and the clearest separation based on ChIP-seq signal patterns. ChIP-seq and RNA expression profiling microarray data are deposited in the Gene Expression Omnibus (accession numbers GSE42108 and GSE42110).

## Additional Information

**How to cite this article**: Zang, C. *et al.* NF-E2, FLI1 and RUNX1 collaborate at areas of dynamic chromatin to activate transcription in mature mouse megakaryocytes. *Sci. Rep.* **6**, 30255; doi: 10.1038/srep30255 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
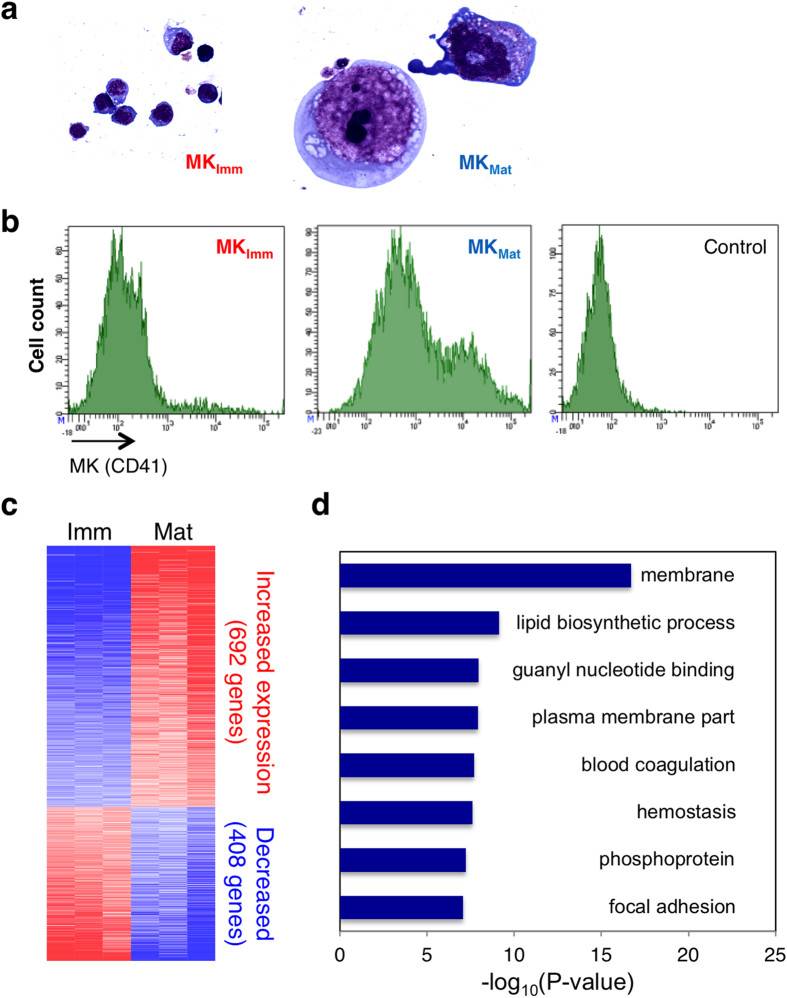
Megakaryocyte (MK) isolation and characteristics. (**a**) Representative mouse MK populations stained with May-Grünwald-Giemsa after immunomagnetic and density-gradient isolation 2 days (Imm) or 5 days (Mat) after culture of fetal liver cells in thrombopoietin. (**b**) Flow cytometry analysis of isolated MK_Imm_ and MK_Mat_. Morphology (A) and immunophenotype (B) together verify MK maturation and effective separation. (**c**) Heat map of genes differentially expressed in MK_Imm_ and MK_Mat_, as determined in triplicate Affymetrix microarrays (blue = low, red = high expression). This report centers on regulation of the 692 genes increased ≥1.5-fold (FDR <0.05) in MK_Mat_. (**d**) Gene Ontology analysis of genes expressed selectively in MK_mat_, showing high enrichment of functions classically attributed to mature MK and blood platelets.

**Figure 2:**
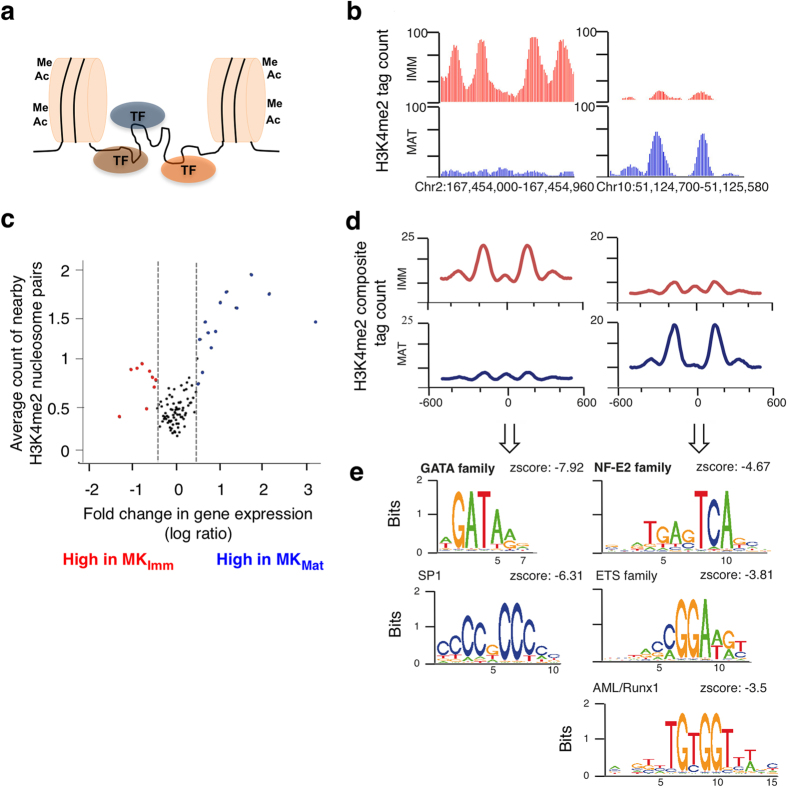
Analysis of H3K4me2-marked enhancers in immature and mature MK. (**a**) Diagram representing active enhancers, showing TF binding in nucleosome-depleted regions flanked by nucleosomes that carry active histone marks such as H3K4me2. (**b**) H3K4me2 ChIP-Seq data at two representative regions in MK_Imm_ (red) and MK_Mat_ (blue), illustrating differential enhancer activity in the two cell populations. (**c**) Differential gene expression (x-axis, bins of 50 genes each) plotted against average counts of H3K4me2-marked nucleosome pairs per bin. Dashed lines demarcate 1.5-fold differential mRNA expression. (**d**) Composite H3K4me2 tag counts from over 10,000 regions with differential chromatin structure in MK_Imm_ (red) and MK_Mat_ (blue), aligned at the center of nucleosome pairs. These plots represent the aggregate of signals such as those shown in B. (**e**) Transcription factor binding motifs significantly enriched (Z-score >3) near the troughs of paired nucleosomes represented in E. Similar motifs were merged and the one with highest Z-scores were selected as representative.

**Figure 3:**
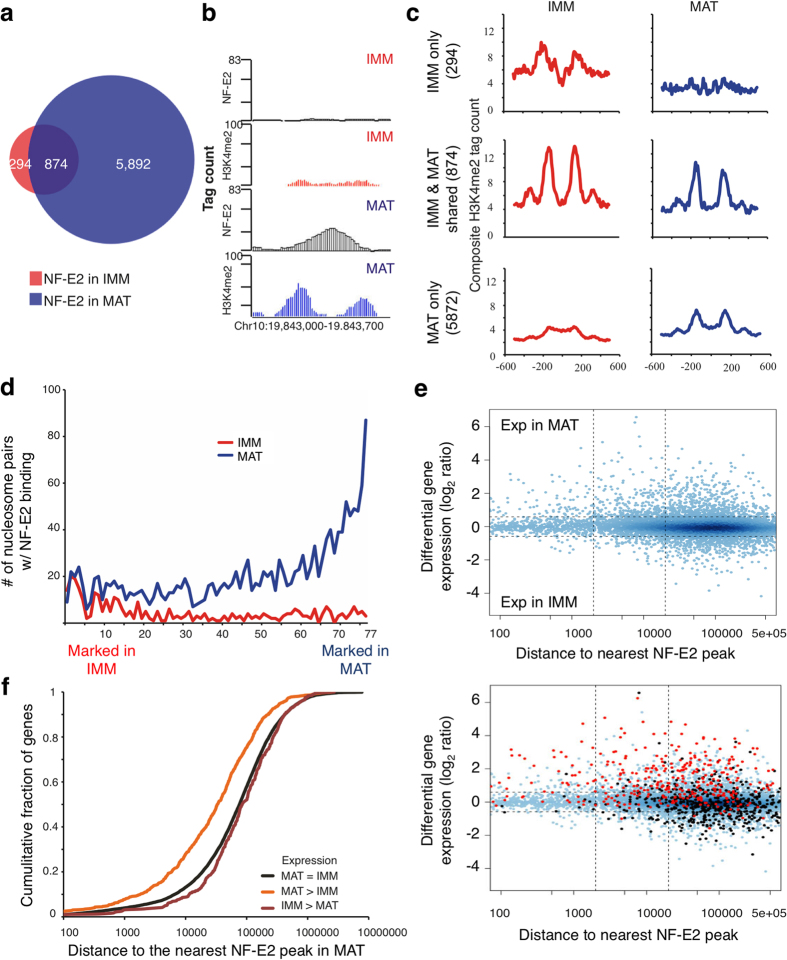
NF-E2 activates genes expressed late in MK maturation. (**a**) Overlap of NF-E2 binding sites in MK_Imm_ (red) and MK_Mat_ MAT (blue). (**b**) ChIP-seq signals for NF-E2 (black) and H3K4me2 (red and blue) at representative 1-kb regions in MK_Imm_ (red) and MK_Mat_ MAT (blue). (**c**) Composite H3K4me2 signals in MK_Imm_ (red) and MK_Mat_ MAT (blue) at NF-E2 binding sites present only in MK_Imm_ (top), sites common to both populations (middle row), and sites occupied only in MK_Mat_ (bottom). (**d**) NF-E2 shows a strong tendency to bind chromatin that is marked selectively in MK_Mat_. H3K4me2-marked nucleosome pairs (putative enhancers, x-axis) were ranked according to the degree of differential marking in MK_Imm_ (left) or MK_Mat_ (right) and grouped in bins of 1000 pairs. Y-axis represents the number of nucleosome pairs in each bin that show NF-E2 binding. (**e**) NF-E2 regulation map. Each dot represents a gene, with the x-axis marking the distance from its TSS to the nearest NF-E2 binding site in MK_Mat_ and the y-axis marking the log-scaled fold change in mRNA level during MK maturation. The horizontal lines demarcate 1.5-fold cutoffs for transcript levels expressed higher in MK_Imm_ (negative numbers) or higher in MK_Mat_ (positive numbers). Dots to the left of the first vertical line represent promoter binding (<2 kb from the TSS) and dots to the right represent binding >2 kb away. In the bottom panel, genes decreased (red) or increased (black) in *Nfe2*^−/−^, relative to wild-type, MK are projected on the above regulation map. Most genes diminished in the absence of NF-E2 (red dots) are expressed selectively in wild-type MK_Mat_. (**f**) Cumulative distribution of the distance from each gene’s TSS to its nearest NF-E2 binding site for genes expressed selectively in MK_Mat_ (orange), in MK_Imm_ (brown) or at similar levels in both stages (black). NF-E2 binds significantly closer to MK_Mat_-specific genes (*P* < 2.2 × 10^−16^ by the K-S test) and further from MK_Imm_ (*P* = 0.03) genes, compared to the background for invariant genes.

**Figure 4:**
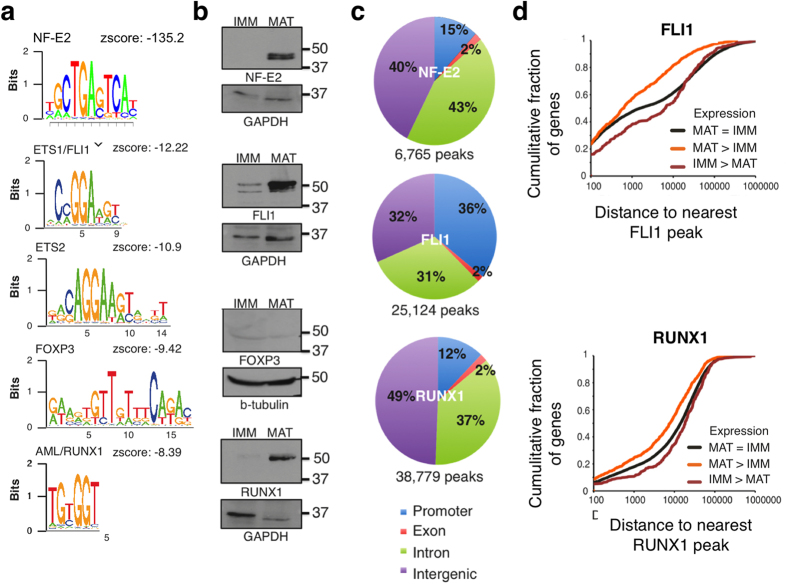
Expression and binding of TFs with highly enriched recognition motifs detected near NF-E2 binding sites. (**a**) Sequence motifs most enriched near sites of NF-E2 occupancy in MK_Mat_. (**b**) Immunoblots showing high levels of NF-E2, FLI1 and RUNX1 in MK_Mat_ compared to MK_Imm_. FoxP3 was not detected and GAPDH or TUBB served as loading controls. **(c)** Genomic distributions of NF-E2, FLI1 and RUNX1 binding sites in MK_Mat_. (**d,e**) Cumulative distribution of the distance from each gene’s TSS to its nearest FLI1 (**d**) or RUNX1 (**e**) binding sites for different gene sets. Both TFs bind significantly closer to MK_Mat_ genes (orange; *P* < 2.2 × 10^−16^ for FLI1, *P* = 2.28 × 10^−13^ for RUNX1 by the K-S test) compared to invariant genes and further from MK_Imm_ genes (brown; *P* = 1.08 × 10^−5^ for FLI1, *P* = 1.67 × 10^−3^ for RUNX1).

**Figure 5:**
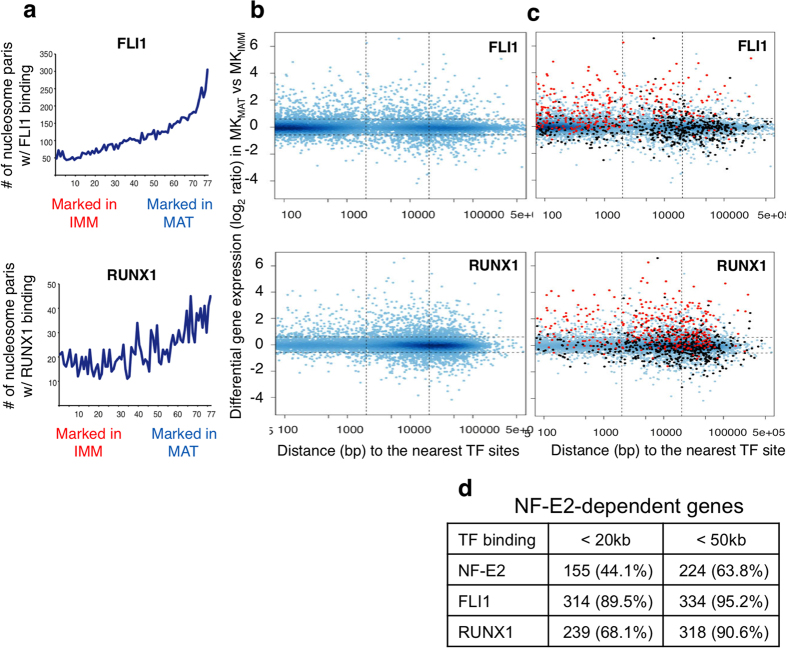
Features of FLI1 and RUNX1 binding in terminally mature MK. (**a**) The tendency of FLI1 (top) and RUNX1 (bottom) to bind at H3K4me2-marked, open chromatin in MK_Mat_. The 77,000 nucleosome pairs identified in MK (Fig. 2) are binned in groups of 1,000 (x-axis, as described for Fig. 3d) and the number of nucleosome pairs having FLI1 or RUNX1 binding sites in each bin is plotted on the y-axis. (**b**) Regulation maps of FLI1 (top) and RUNX1 (bottom), prepared as described for NF-E2 in Fig. 3f. Each dot represents a gene, with the x-axis marking the distance from its TSS to the nearest TF binding site and the y-axis marking the log-scaled fold-change in transcript level between MK_Mat_ and MK_Imm_. (**c**) Genes with reduced (red dots) or elevated (black dots) expression in *Nfe2*^−/−^, compared to wild-type, MK^35^ are projected onto these regulation maps to survey potential roles for FLI1 and RUNX1 in regulating NF-E2-dependent genes. (**d**) Frequency of TF binding sites within 20 and 50 kb of the TSSs of NF-E2-dependent genes (reduced expression in *Nfe2*^−/−^ MK).

**Figure 6:**
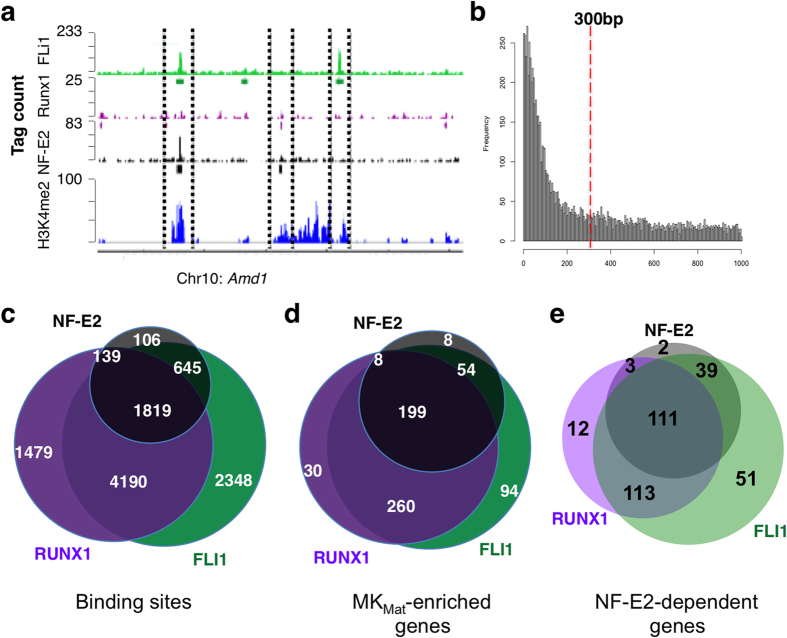
Combinatorial TF activity in mature MK. (**a**) ChIP-seq data traces at a representative MK_Mat_-specific locus, *Amd1*, showing permutations of solitary and combined TF occupancy and H3K4me2 marks within pairs of dotted lines. **(b)** Histogram of the distances between binding summits for NF-E2, FLI1 and RUNX1, showing the empiric basis for our choice of 300 bp as the criterion for TF co-occupancy. (**c–e**) Venn diagrams showing the overlap of *all* FLI1, RUNX1 and/or NF-E2 *binding sites* (**c**); the TF binding at the enhancer regions of the *MK*_*Mat*_*-selective genes* that bind any of the three TFs (**d**); and the co-binding of the 3 TFs at genes that *depend on NF-E2 in vivo* (**e**).

**Figure 7:**
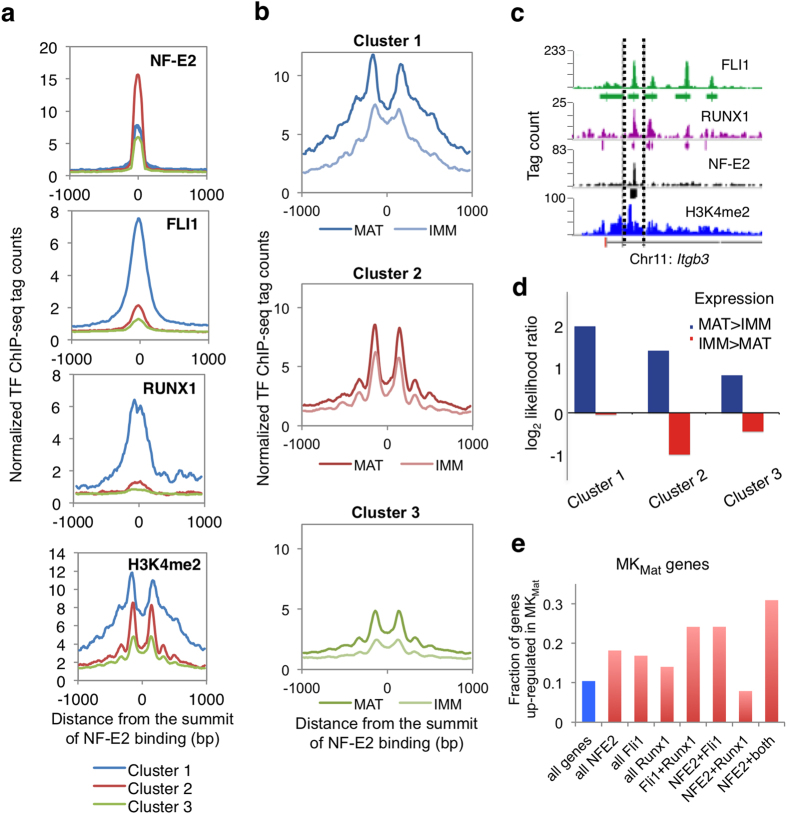
Functional analysis of TF co-occupancy at MK enhancers. (**a**) Composite ChIP-seq signals for NF-E2, FLI1, RUNX1, and H3K4me2 at 3 distinct clusters of NF-E2 binding sites, identified by K-means clustering of binding sites for the three TFs and described in the text. (**b**) Composite ChIP-seq signals for H3K4me2 in MK_Imm_ and MK_Mat_ at the 3 clusters of NF-E2 binding sites. (**c**) ChIP-seq data traces at a representative MK_Mat_-specific locus, *Itgb3*, showing all three TFs occupying a putative regulatory region marked with H3K4me2. Other sites in the locus show binding of one or two TFs. (**d**) Odds ratios of genes near (<20 kb) NF-E2 binding sites in each cluster showing higher expression in MK_Mat_ (blue) or in MK_Imm_ (red), relative to the genome background. (**e**) Proportion of genes with nearby binding of the various combinations of NF-E2, FLI1, and RUNX1 among genes showing higher expression in MK_Mat_. The data indicate the functional role of FLI1, in conjunction with NF-E2 or RUNX1 and especially with both TFs, in regulating genes expressed in mature, but not in immature (Suppl. Fig. 2d) MK.

# Supplementary material for: NF-E2, FLI1 and RUNX1 collaborate at areas of dynamic chromatin to activate transcription in mature mouse megakaryocytes
**Source:** Sci Rep. 2016 Jul 26;6:30255. doi: 10.1038/srep30255
**Supplement:** Supplementary Information

# NF-E2, FLI1 and RUNX1 collaborate at areas of dynamic chromatin to activate transcription in mature mouse megakaryocytes

Chongzhi Zang, Annouck Luyten, Justina Chen, X. Shirley Liu, and Ramesh A. Shivdasani

## SUPPLEMENTARY MATERIALS

### Supplementary Figure and Table Legends

**Suppl. Figure 1. 

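For FLI1 and RUNX1 in Suppl. Fig. 1a, a tag is a read placed at a single position of mm9, and a peak is a region where tags exceed the background. In the deposited input, 729089 reads (3.24%) repeat a position and strand, and the position used most has 17067 reads. Reads per FLI1 peak had quartiles of 32 and 73, and reads per RUNX1 peak of 7 and 9, close to the minimum for a call. The genome-wide rate was 8.48 reads per window of 252 bp for FLI1 and 0.676 per window of 318 bp for RUNX1. The NF-E2 and H3K4me2 libraries of this panel are not analysed here.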

ChIP-seq analysis of NF-E2 and other megakaryocyte TFs.** (a) Summary of unique sequence tags and peak calls from ChIP-seq experiments with different antibodies in MK cell populations. (b) Distribution of H3K4me2 marked nucleosomes in MK, showing that the majority lie in introns and intergenic regions. (c) PhastCons conservation plot of NF-E2 binding sites. (d,e) Integrated Genome Viewer (IGV) traces showing NF-E2 occupancy far (>250 kb) from *Tubb1* (d) and at 5 sites within 20 kb of *Tbxas1* (e). Magnified regions on the right highlight NF-E2 binding in H3K4me2-marked chromatin.

**Suppl. Figure 2. Features of FLI1 and RUNX1 expression and binding in MK.** (a) mRNA expression levels of TF genes in immature (IMM) and mature (MAT) MK, as determined on Affymetrix microarrays. (b) IGV traces showing co-localization of FLI1 and RUNX1 in HPC-7 cells (top 2 rows) and binding of NF-E2 within H3K4me2-marked chromatin at some of the same sites in mature MK (bottom 4 rows). (c) IGV traces showing NF-E2 occupancy at the *Fli1* (top) and *Runx1* (bottom) gene loci. (d) Proportion of genes with nearby binding of the various combinations of NF-E2, FLI1, and RUNX1 that show higher expression in MK<sub>imm</sub>, relative to the genome background.

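Suppl. Table 1 lists for each gene its RefSeq accession, its change between MK_Imm_ and MK_Mat_, whether it depends on NF-E2, and the distance from its TSS to the nearest binding site of each TF in the paper's own calls. The accession was linked to an Ensembl gene and its GENCODE M1 record, and 5 of the 692 genes found no match. In the paper's distances, 607 of the 692 genes have FLI1, 497 have RUNX1 and 269 have NF-E2 within 20 kb. The distances carry no side, so each could lie up- or downstream of the TSS.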

**Suppl. Table 1.** Differential expression and TF regulation pattern of 692 genes that were up-regulated during MK maturation.

**A**

**B**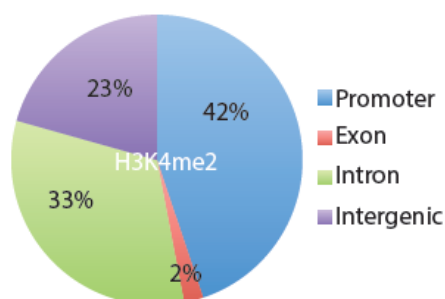**C**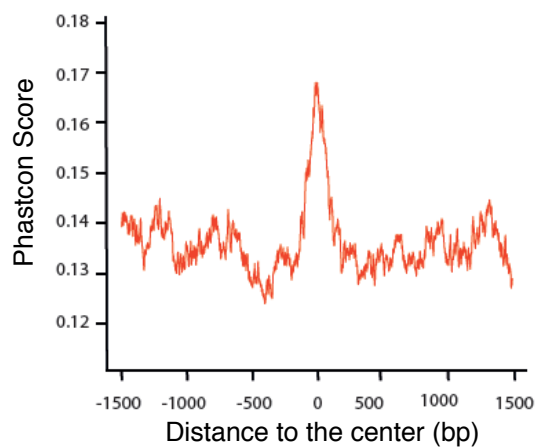**D****Chr2:  $\beta$ 1-tubulin**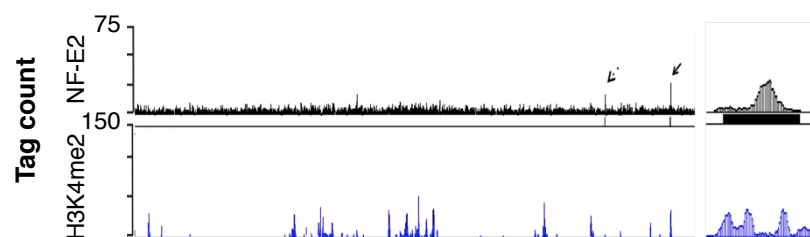**E****Chr6: Tromboxane synthetase 1**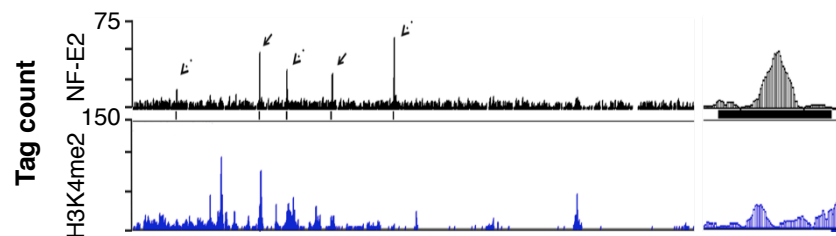

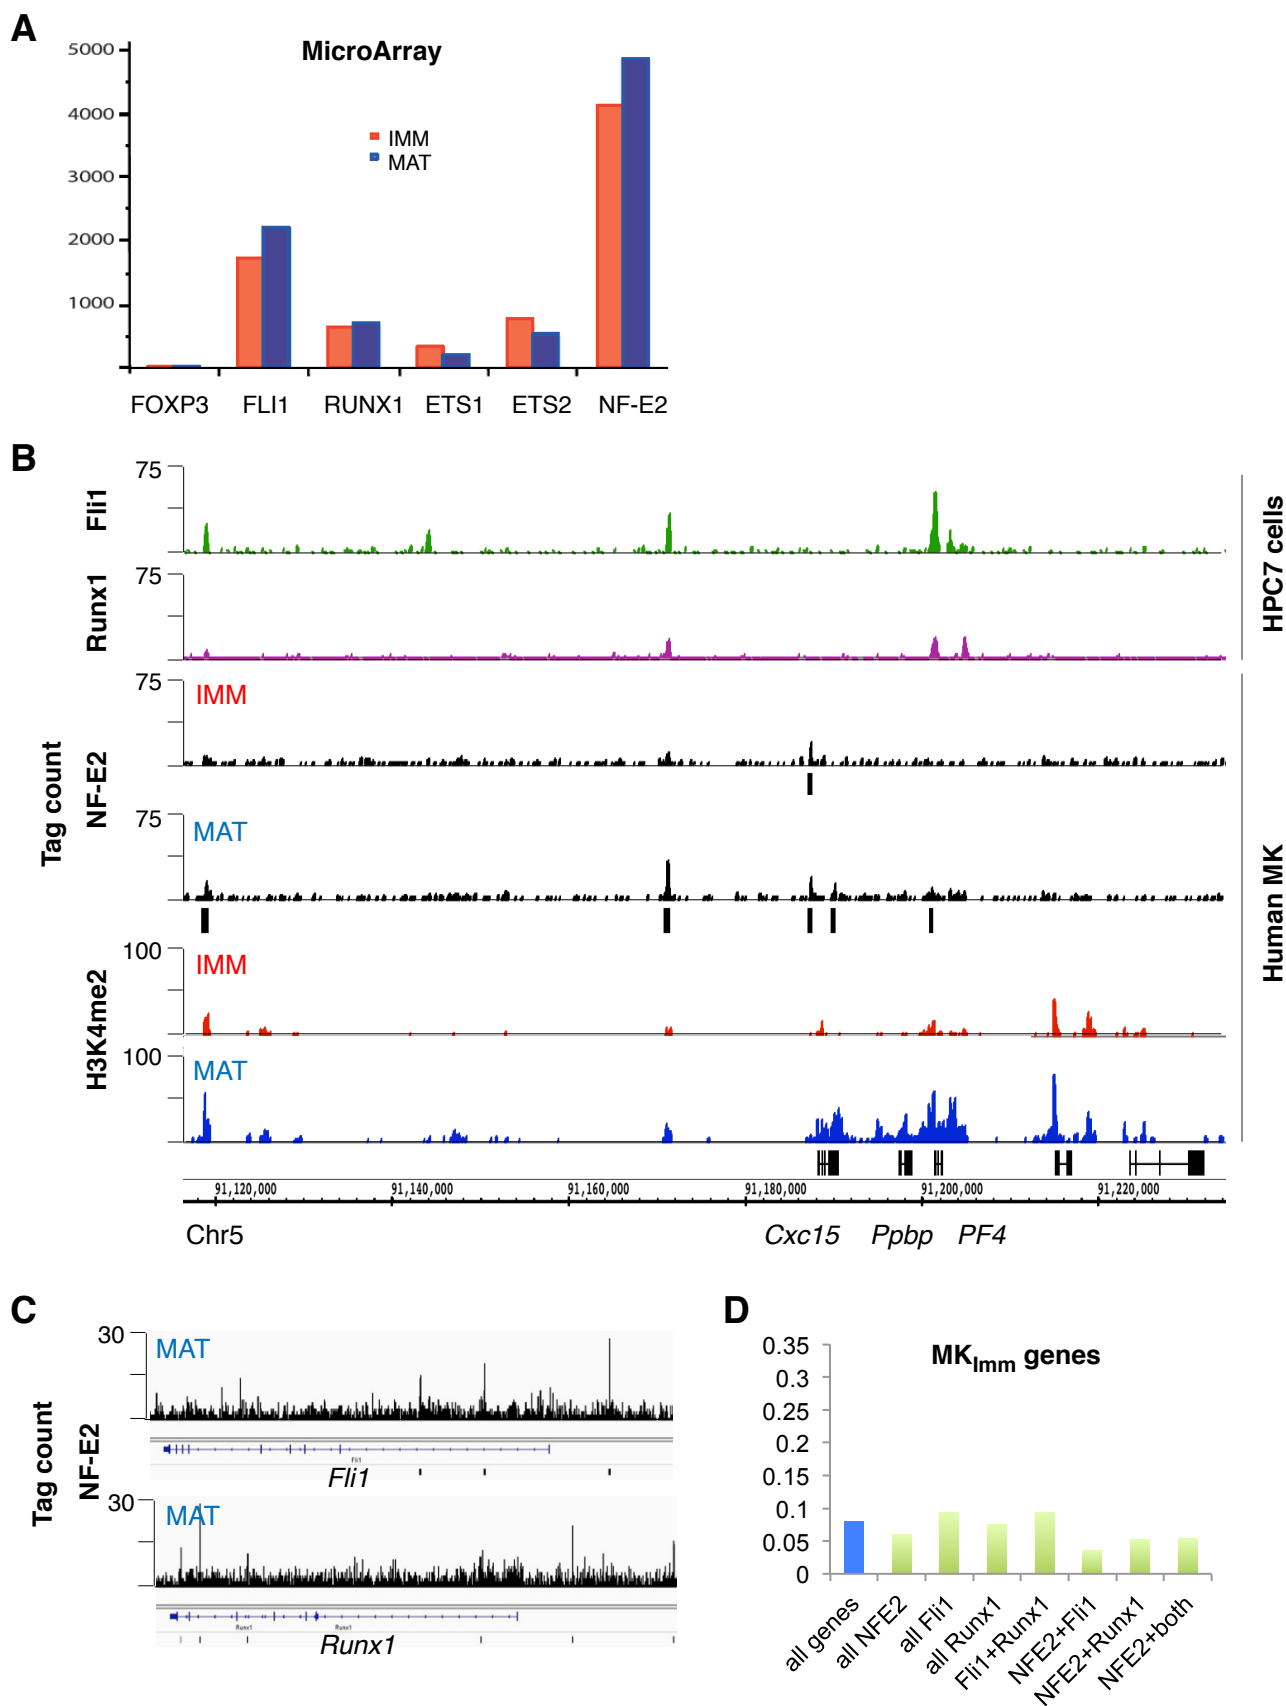

**Supplementary Table 1.** Differential expression and TF regulation pattern of 692 genes that are up-regulated during MK maturation

How the deposited data were processed for this re-analysis (not part of the article)

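ChIP-seq reads of MK_Mat_, mouse megakaryocytes after 5 days of culture, were analysed from 3 libraries: FLI1, RUNX1 and input. Each antibody has 1 library, pooled from at least 3 precipitates, so there are no replicates. No test between conditions was made and no p-value across genes is given. The methods and the sample labels differ on the embryonic day (14 and 15), the least amount of DNA (30 and 20 ng), the library kit and the fragmentation of the input.

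The authors mapped reads to mm9 with Bowtie, kept uniquely mapped, non-redundant reads and deposited, for each read, its chromosome, start, end and strand. These values are positions and not a signal or a normalized unit, and every read count given here was made by counting deposited reads. In both ChIP files each position and strand occurs once. In the input file 3.24% of reads repeat a position, and its codes for mismatches differ from the format of the ChIP files, so the step that removes redundant reads is included in the ChIP files and not in the input file. The versions of Bowtie and of the input's aligner are not stated in the text of the methods.

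Reads on chromosome M and repeated input positions were left out, with 62946422 FLI1, 3973856 RUNX1 and 21745220 input reads remaining. The fragment length of each library is the distance between 80 and 400 bp at which most reads of opposite strands pair, 126 bp for FLI1 and 159 bp for RUNX1. MACS 1.4 and SeqPos, which the methods name, were not used here. Peaks were called by a procedure written after MACS 1.4, with windows of 2 fragment lengths, a Poisson p under 1e-05, the highest of the genome-wide rate and the input rates over 1, 5 and 10 kb as expectation, and the effective genome size that MACS gives for mouse. The input was scaled to the depth of the ChIP library, so that ChIP counts stay whole reads. Scaling the smaller library up to the larger, which is the default of MACS 1.4, was an alternative. For FLI1, the larger library, both are the same. The procedure was tested on simulated reads over 60 Mb with 50 planted sites at each strength. At the FLI1 depth it recovered 44% of sites at 3-fold and 98% at 5-fold with 0 false calls. At the RUNX1 depth it recovered 0% at 3-fold, 4% at 5-fold, 34% at 10-fold and 94% at 20-fold with 1 false call. These simulated reads are single ends, so the false calls do not carry over to the RUNX1 file, where 20.2 excess minus-strand reads per 100 plus-strand reads pair up outside peaks. A simulation of 1860 Mb of background at the RUNX1 depth, added after the data were seen, gave 19 calls with single ends and 274 with ends paired as often as in the file. Real background is not uniform, and the input was simulated as single ends. In these reads, where only 1 end of a fragment is read, the fragment length came out at 138 bp where 130 bp was set at the FLI1 depth, and at 189 bp where 160 bp was set at the RUNX1 depth, so this estimate was not recovered at the RUNX1 depth. In simulated reads where both ends of part of the fragments are read, it came out at 130 and 162 bp. A fragment length of 150 bp, the value in the methods, was among the alternatives.

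Gene models are those of GENCODE M1 on mm9. A promoter reaches 2 kb from the TSS of any protein-coding transcript, and the distance of a gene is taken from the 5′ end of its gene record. The 692 genes of Suppl. Table 1 were linked through their accessions, 687 of them with success, and compared with the protein-coding genes of the annotation (22373 genes in all). Shares have exact (Clopper-Pearson) 95% binomial intervals. A list's share or median distance was placed among 10000 random lists of the same size, not matched on expression or sequence, as a description of these libraries. Co-occupancy means summits within 300 bp, the limit of the paper, beside the same count with the other summits shifted by 10 kb. Motifs were IUPAC consensus sequences within 50 bp of the summit against windows 500 bp away, with intervals from 400 resamples of the summits, 40 shuffled versions of each consensus and a ranking of all sequences of 6 bases found at 2% or more of summits, with 1 added to each count. NF-E2 entered only through the paper's distances in Suppl. Table 1.

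The alternatives set before the data were examined were no input, a p threshold of 1e-10, the scaled-up library, an effective genome size of 2.7e9, a fragment length of 150 bp, repeated positions kept, FLI1 thinned to the RUNX1 depth, peaks with input above 10 times the genome-wide rate or in the top 1% left out, a promoter limit of 1 kb, gene distances of 10 and 50 kb, co-occupancy limits of 150 and 1000 bp, a motif window of 100 bp and a background 2000 bp away. The genes named were fixed beforehand as those that the paper names at a locus or as a target, and those nearest to the 3 FLI1 and 3 RUNX1 peaks with the smallest p. One of the former, *Lims12*, was not found under this name in the annotation. The NF-E2 and H3K4me2 libraries, the microarrays, and the MK_Imm_ and invariant gene lists are not analysed here.

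Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9.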

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

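The tests of carry-over from the FLI1 library, of summits without a RUNX motif, of ETS motifs, of GC content and of shuffled motifs were chosen in their present form only after the result was seen, whereas the ratios by RUNX, NF-E2 and GATA motif were set before their outcome was known.

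RUNX1 reads gathered at FLI1 summits at which no RUNX1 peak was called, places that the RUNX1 peak list leaves out. At 41375 such summits outside regions of high input, a window of 200 bp held a mean of 1.03 RUNX1 reads, compared with 0.405 in windows 3 kb away, a ratio of 2.54 (95% interval over summits, 2.5 to 2.58). In the input the ratio was 1.13 (1.12 to 1.14) and in the FLI1 library itself 7.76. At 44% of these summits there was no RUNX1 read, so the gathering is seen over many sites together and not at single ones.

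The first technical explanation tested was that these places are rich in reads in every library, being accessible or easily sequenced, without RUNX1 binding. RUNX1 reads would then not depend on a RUNX motif. Among summits matched in 20 groups by FLI1 reads and promoter, those with a RUNX motif within 50 bp held 1.28 RUNX1 reads and those without held 0.96, a ratio of 1.33 (1.31 to 1.36). For input reads it was 1.06 (1.04 to 1.08). With summits matched on the GC content of the window as well, in 100 groups, the RUNX1 ratio was 1.36 (1.32 to 1.39). All 59 other orders of the letters of the RUNX consensus were tried in the same way. Those that share no 5 bases in a row with it (51) gave 1.11 at most, with a median of 1.03, and the others gave up to 1.33. RUNX1 reads therefore rise with the RUNX motif more than with the 51 orders of the same bases that share no 5 in a row. Orders that share 5 bases in a row with it are not told apart from it. The difference from the 51 argues against this explanation as the whole cause. Sites with any second motif did not show as much: the ratio was 1.07 for a GATA motif and 0.965 for an NF-E2 motif. The matching used no measure of accessibility, and no sonicated input was analysed here.

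Another explanation is that FLI1 reads were carried over into the RUNX1 library. As first planned, the test was whether 5′ ends of RUNX1 reads coincide with those of FLI1 reads more often than at offsets of 5 to 20 bp, and its outcome went the way that carry-over predicts: the ratio was 1.09 for RUNX1, compared with 0.966 for input. The excess was 7022 reads, or 0.177% of the RUNX1 library. It cannot all be ascribed to identical fragments, since coincidences 1 bp to either side (82344 and 83034) also lay between the 85766 at the same base and the mean of 78744 at 5 to 20 bp. Carried-over reads would not follow RUNX motifs at equal FLI1 reads, and the lower bound of the ratio by RUNX motif, 1.31, argues against carry-over as the whole cause. That criterion was added after the first outcome was known.

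Most of the gathering remained where no RUNX motif was found. At 33907 summits without a RUNX motif within 50 bp, the ratio of RUNX1 reads to those 3 kb away was 2.39 (2.35 to 2.44), compared with 1.11 for input, and the surplus was 0.482% of the RUNX1 library. Carried-over reads would be the same share of the FLI1 surplus at all of them. In 10 groups matched by FLI1 reads, however, the RUNX1 surplus was 0.978% of the FLI1 surplus at the 18035 summits with an ETS motif and 1.45% at the 15872 without one, a ratio of 0.676 (0.645 to 0.708). Split by promoter instead, the share was 1.44% at the 10788 summits at promoters and 1.03% at the 23119 others. That ratio was 1.4 (1.34 to 1.47), the other way from the ETS split, which was not matched on promoter. The upper bound of 0.708 argues against carry-over as the whole cause, and a part of the surplus from it is not excluded. RUNX1 binding cannot be told apart from accessible DNA at these summits. The input may not share the shearing of the sonicated ChIP libraries, since the base before its fragments is nearly always A or T, so its ratio of 1.11 does not settle the matter.

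For the surplus at summits with a RUNX motif over those without one, RUNX1 binding too weak to pass the threshold at 3973856 reads stays open, as does a share of accessible DNA, since input reads rise there too (1.06). As a hypothesis, found and tested on the same libraries, the ratio of 1.33 is consistent with RUNX1 being present at more FLI1 sites than the 614 with a called RUNX1 peak. A deeper RUNX1 library with a sonicated input would test it.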

How the results depend on the processing

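The nearest start site of any transcript was an alternative chosen after the data were seen. Likewise chosen then were all alternatives for the 2 kb shares of NF-E2-dependent genes, for the genes bound by both factors or by the paper's NF-E2, and for the RUNX, NF-E2 and GATA motifs at FLI1 summits. The other settings were fixed before the data were examined. No paired analysis was possible because each antibody has 1 library, and for the same reason no replicate was left out.

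In all, 23 results were recomputed in 232 combinations. Of these values, 145 stayed within the interval of the reported value, or within 1.5 times for a number of peaks, and 87 moved beyond it. Shares and numbers of peaks have no direction to change, and the motif ratios stayed above 1 in every setting run. Keeping repeated positions, a fragment length of 150 bp and leaving out regions of high input moved none of the 23. The scaled-up library leaves results of FLI1 alone unchanged by construction, as does equal depth those of RUNX1 alone, so these say nothing about stability. For the changes below, beyond what an alternative does by construction, the cause was not tested.

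With p under 1e-10, fewer peaks pass: 27597 for FLI1 and 102 for RUNX1. FLI1 promoters rose to 34.6%, while the FLI1 shares fell to 85.9% (MK_Mat_ genes, 20 kb), 87.4% (NF-E2-dependent genes, 20 kb), 58.2% (MK_Mat_, 2 kb) and 61.3% (NF-E2-dependent, 2 kb). The RUNX1 shares were 1.16%, 1.05%, 0.437% and 0.524% in the same order. RUNX1 lay at 0.268% of FLI1 summits and FLI1 at 72.5% of RUNX1 summits, 1.36% of FLI1-bound MK_Mat_ genes had RUNX1, and 11.8% of genes with both were MK_Mat_ genes. The ETS ratio was 7.38 and the GATA ratio 1.4.

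With FLI1 thinned to the RUNX1 depth, 6400 FLI1 peaks were called, 44.3% of them at promoters. FLI1 shares were 46.7% and 50.8% at 20 kb and 21.4% and 23.6% at 2 kb for MK_Mat_ and NF-E2-dependent genes. RUNX1 lay at 5.06% of FLI1 summits and FLI1 at 32.2% of RUNX1 summits. Of FLI1-bound MK_Mat_ genes, 18.1% had RUNX1 and 54.5% RUNX1 or the paper's NF-E2, 80.6% of RUNX1-bound MK_Mat_ genes had FLI1, and 10.5% of genes with both were MK_Mat_ genes. At FLI1 summits the ratios were 7.51 (ETS), 2.12 (RUNX) and 1.41 (GATA). Depth thus limits what is called even for FLI1. The depth of RUNX1 itself was not varied.

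Scaling the smaller library up gave 202257 RUNX1 peaks, 7.44% of them at promoters, with RUNX1 near 98.4% of MK_Mat_ and 99.5% of NF-E2-dependent genes at 20 kb and 62.6% and 67.5% at 2 kb. RUNX1 lay at 23% of FLI1 summits and FLI1 at 4.78% of RUNX1 summits. Of FLI1-bound MK_Mat_ genes, 99.1% had RUNX1 and 99.2% RUNX1 or the paper's NF-E2, and 93.6% of RUNX1-bound MK_Mat_ genes had FLI1. Among genes with both, 4.51% were MK_Mat_ genes. The RUNX ratio at RUNX1 summits was 1.12, compared with 3.09 as reported. By construction, 1 RUNX1 read counts as several in this setting.

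Without the input, promoters were 27.4% of FLI1 and 30.5% of RUNX1 peaks, and RUNX1 shares were 6.11% (MK_Mat_) and 6.28% (NF-E2-dependent) at 20 kb and 1.75% (MK_Mat_) at 2 kb. RUNX1 lay at 1.01% of FLI1 summits, and 6.47% of FLI1-bound MK_Mat_ genes had RUNX1. With a genome size of 2.7e9, promoters were 28.5% of FLI1 and 31.5% of RUNX1 peaks, and 46.9% of RUNX1 summits had FLI1.

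A promoter limit of 1 kb gave 25.1% (FLI1) and 35.9% (RUNX1) of peaks at promoters and FLI1 shares of 68% (MK_Mat_) and 70.2% (NF-E2-dependent). At 10 kb the FLI1 shares were 88.8% and 90.6%, the RUNX1 shares 7.42% and 5.76%, and 8.36% of FLI1-bound MK_Mat_ genes had RUNX1. At 50 kb these were 96.8%, 98.4%, 14.9%, 17.3% and 15.3%, and 6.27% of genes with both were MK_Mat_ genes. With the nearest start site of any transcript, FLI1 shares of MK_Mat_ genes were 95.1% at 20 kb and 81.8% at 2 kb, and that of NF-E2-dependent genes 84.8% at 2 kb.

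A co-occupancy limit of 150 bp gave 1.28% of FLI1 and 53.5% of RUNX1 summits, and 1000 bp gave 1.83% and 69%. Motif windows of 100 bp lowered the ratios to 4.01 (ETS), 2.37 (RUNX at RUNX1), 1.75 (RUNX at FLI1), 2.48 (NF-E2) and 1.17 (GATA). A background 2000 bp away gave 7.2, 2.51, 2.14, 2.99 and 1.24 in the same order.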

Differences from the paper's values

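The comparison of FLI1-bound MK_Mat_ genes with another factor was extended to the alternatives only after the result was seen, as were the motifs of other factors at FLI1 and RUNX1 summits.

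In the deposited RUNX1 file 3975705 read positions were counted, and the paper's Suppl. Fig. 1a gives 45311238 unique tags for RUNX1. No alternative changes the number of deposited reads.

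For FLI1, 42009 peaks were called and the paper gives 25124. Of the alternatives set before the data were examined, a p threshold of 1e-10 (27597 peaks) came within 1.5 times of the paper's number, and no input, the scaled-up library, a genome size of 2.7e9, a fragment length of 150 bp, repeated positions kept, equal depth and high-input regions left out did not. For RUNX1, 1003 peaks were called and the paper gives 38779. None of the same alternatives came within 1.5 times of it, and the number under the scaled-up library, 202257, lies above the paper's. Scaling up is the default of MACS 1.4, the caller that the methods name with default parameters.

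RUNX1 summits lay within 20 kb of 10.5% of MK_Mat_ genes, and by the distances in Suppl. Table 1 the paper's share is 71.8%. For NF-E2-dependent MK_Mat_ genes the share was 10.5%, and the paper's is 72% by the same table and 68.1% in its text, whose set of genes was not rebuilt here. Among the alternatives set before the data were examined, the scaled-up library came within 1.5 times of these, with 98.4% of MK_Mat_ and 99.5% of NF-E2-dependent genes, and none of the others did, distances of 10 and 50 kb included. Within 2 kb, RUNX1 summits lay at 4.22% of MK_Mat_ genes, and the paper's share is 29.3%. No alternative set before the data were examined came within 1.5 times of it, and the scaled-up library gave 62.6%.

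Promoters held 39% of RUNX1 peaks, and the paper shows about 12% in Fig. 4c, read by eye. None of the alternatives set before the data were examined came within 1.5 times of that, and the scaled-up library, at 7.44%, lies below it. RUNX1 summits lay within 300 bp of 1.46% of FLI1 summits, and the paper's Venn diagram gives about 67% in Fig. 6c, read by eye, over merged regions that are fewer than its FLI1 peaks. No alternative set before the data were examined came within 1.5 times of it, the highest being 23% under the scaled-up library.

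Of FLI1-bound MK_Mat_ genes, 45.4% also had RUNX1 or the paper's NF-E2 within 20 kb, and the paper gives 84.5% for co-occupancy in enhancers of such genes. The factors need not share a site in the share given here. Under the scaled-up library the share was 99.2%, within 1.5 times of the paper's, as any share above the paper's would be. This result was added to the alternatives after the data were seen, and no other setting run for it came within 1.5 times.

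The paper states that no other sequences stood out at FLI1 and RUNX1 sites, which can be read as besides each factor's own motif or besides the motifs of NF-E2, FLI1 and RUNX1. At FLI1 summits the RUNX motif had a ratio of 2.21 over the flanks, NF-E2 3.21 and GATA 1.36, and at RUNX1 summits ETS had 2.41 and GATA 1.41. In the ranking of sequences of 6 bases at RUNX1 summits, ACGCGC, which holds no motif of these factors, was the fourth, with a ratio of 3.71 (38 summits). Suppl. Table 1 places a RUNX1 site of the paper within 20 kb of *Amd1*, *Pf4* and *Ppbp*, and no RUNX1 summit called here lay within 20 kb of them.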

Other observations

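All tests of explanations in this part were chosen only after the results were seen, the test of nucleosome spacing in part: it was planned beforehand and changed after its first outcome. The libraries are of 1 condition, so no biological explanation was tested for any of the patterns.

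Outside peaks, the RUNX1 reads pair up across strands at fragment length more often than chance. Per 100 plus-strand reads there were 20.2 excess minus-strand reads at 80 to 200 bp. In the FLI1 library thinned to the same 3973856 reads the excess was 1.24, and in the thinned input 2.79. A random sample of a large pool holds both ends of few fragments, so the excess points to a smaller pool of fragments behind the RUNX1 reads. It was tested whether the 3975705 positions are so few because a small library was sequenced to saturation and its repeats removed. The opposite end would then be present for most reads, an excess near 100 per 100. The value of 20.2, or 22.5 over the wider range of 60 to 300 bp, argues against this as the cause. Whether the file holds every read of the library was not tested.

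At the sites the paper lists for RUNX1, few reads were found. Suppl. Table 1 gives distances from TSSs but no side, so both sides of every start site of a gene were tried and the place with most reads taken. At the 687 genes the median was 4 RUNX1 reads per window, compared with 2 at places 1 kb further on, chosen in the same way. As many reads as in the smallest RUNX1 peak (7) were found at 11.2% of the genes' positions and at 0.582% of the places 1 kb away. For FLI1 the medians were 69 and 15 reads, and 96.7% of positions held as many reads as the smallest FLI1 peak (24), compared with 27.9% of the places 1 kb away. A peak called here lay within 50 bp of the position at 75% of genes for FLI1 and 5.82% for RUNX1. Signal is therefore present at the paper's RUNX1 positions, and the value of 11.2% indicates that most of them hold too few reads in the deposited file to be called at the threshold used here.

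The RUNX1 peaks with the smallest p lie where the input also has many reads. They are nearest to *Gm5614* (chromosome 9, summit at 35112954, intergenic, 366 RUNX1 reads), *Pgk2* (chromosome 17, 39982931, intergenic, 337 reads) and *Gm10801* (chromosome 2, 98502915, promoter, 337 reads), and the input there was 79.5, 19.7 and 80.6 times its genome-wide rate. Of the 20 RUNX1 peaks with the smallest p, 16 had input above 10 times that rate, with a median of 24.9. The value of 19.7 as the lowest of the first 3 is consistent with regions that are read too often whatever the antibody, as repeats collapsed in the assembly would be, but copy number was not measured. The FLI1 peaks with the smallest p are nearest to *6230427J02Rik* (433 FLI1 reads), *Exoc6* (363) and *Pigm* (350), with input at 1.71, 1.71 and 1.02 times its rate, and 0 of the first 20 had input above 10 times it. Of all RUNX1 peaks 3.09% had such input, and leaving out high-input regions moved none of the 23 results.

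Input fragments begin after A or T. On chromosome 19, the base before the fragment end was A or T for 94.1% of the plus-strand and 94.1% of the minus-strand input reads, the latter with the end read 1 base inwards. At the end as the ChIP files give it, the minus-strand share was 68.5%, and the offset was chosen after both values were seen. The share was 51.6% for FLI1 and 58% for RUNX1, and 57.3% for the chromosome. Micrococcal nuclease, which prefers to cut at A and T and leaves nucleosomes, was tested as a cause through the spacing of fragment centres around 22367 gene starts. The ratio planned first, the highest density at 80 to 200 bp over the lowest at 200 to 280 bp, did not separate the libraries, with 1.53 for input, 1.52 for FLI1 and 1.36 for RUNX1. The rise after the low point, chosen afterwards, was 1.32 for input, compared with 1.01 for FLI1 and 1.09 for RUNX1. The value of 1.32 and the bases at fragment ends are consistent with digestion by micrococcal nuclease, as in the methods, whereas the labels describe sonication. How sonicated input would look was not tested.

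The other genes named by the rule are given here with FLI1 and RUNX1 summits. *Nfe2* had a FLI1 summit of 305 reads 191 bp from its TSS and a RUNX1 summit of 18 reads at 163 bp. *Runx1* had 8 FLI1 summits within 20 kb and 1 RUNX1 summit, of 9 reads, 3745 bp from its TSS, and *Fli1* had 11 FLI1 and 0 RUNX1 summits. *Tbxas1* had 2 FLI1 summits and 1 RUNX1 summit (10 reads, 16826 bp away). *Pf4* had a FLI1 summit of 251 reads 22 bp from its TSS. The nearest FLI1 summits of *Tubb1*, *Rab27b*, *Casp12*, *Ppbp* and *Cxcl15* were 141, 451, 2086, 2114 and 5064 bp away. For these 5 genes and *Pf4*, no RUNX1 summit was within 20 kb at this depth.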
